# Fluoxetine partially alleviates inflammation in the kidney of socially stressed male C57 BL/6 mice

**DOI:** 10.1002/2211-5463.13670

**Published:** 2023-08-10

**Authors:** Hailong Jin, Guanglei Xu, Yuchen Lu, Chunxiao Niu, Xueting Zhang, Tongtong Kan, Junxia Cao, Xiqin Yang, Qianqian Cheng, Jiyan Zhang, Jie Dong

**Keywords:** depression, fluoxetine, inflammation, kidney, transcriptome

## Abstract

Stress‐related illnesses are linked to the onset and progression of renal diseases and depressive disorders. To investigate stress‐induced changes in the renal transcriptome associated with the development of depressive behaviors, we generated here a chronic social defeat stress (CSDS) model of C57 BL/6 male mice and then performed RNA sequencing of the kidneys to obtain an inflammation‐related transcriptome. Administration of the antidepressant drug fluoxetine (10 mg·kg^−1^·day^−1^) during CSDS induction could partially alleviate renal inflammation and reverse CSDS‐induced depression‐like behaviors. Moreover, fluoxetine also modulated gene expression of stress‐related hormone receptors, including prolactin and melanin‐concentrating hormone. These results suggest that CSDS can induce gene expression changes associated with inflammation in the kidney of C57 BL/6 male mice, and this inflammation can be treated effectively by fluoxetine.

**Abbreviations**
BP: biological process
CKD: chronic kidney disease
CSDS: chronic social defeat stress
Ctrl: control
FLX: fluoxetine
FPKM: fragments per kilobase per million mapped reads
FST: forced swim test
GO: Gene Ontology
GSEA: gene set enrichment analysis
H & E: hematoxylin and eosin
IHC: immunohistochemistry
PBS: phosphate‐buffered saline

In 2022, the report launched by the World Health Organization (WHO) showed that mental disorders such as depression and anxiety had increased by more than 25% due to the COVID‐19 pandemic, adding to the nearly one billion people with a mental disorder [1]. Depression is an already‐common and recurrent mental disorder, recognized as one of the leading causes of disability and global disease burden [2]. Depression is a multi‐factorial mental disturbance, which is partially attributed to excessive or prolonged psychological stress [3, 4, 5]. Up to now, the exact mechanisms underlying the pathogenesis of depression remain to be unraveled. However, it has been reported that psychological stress induces a pro‐inflammatory response, which might affect peripheral tissues and organs, as well as the brain, and subsequently, inflammation contributes to several psychiatric diseases, such as depression [6, 7]. Neurotransmitter serotonin is synthetized from its sole precursor tryptophan and influences a variety of behavioral functions [4, 5, 8, 9]. Inflammation may induce the activation of indoleamine 2,3‐dioxygenase, which catalyzes the degradation of tryptophan into kynurenine. Consequently, the level of brain serotonin is reduced, which leads to depression‐like symptoms [4, 5, 8, 9]. Hence, drugs that modulate brain serotonin function have been used as antidepressants. Fluoxetine (FLX) is one of the most prescribed selective serotonin reuptake inhibitors for depression, which could alleviate depressive symptoms and provide a neuroprotective effect by reducing neuroinflammation [8, 9, 10].

Accumulating evidence indicates that months or even years of psychosocial stress, especially lower socioeconomic status and perceived discrimination, are associated with increased risk of acute kidney injury and chronic kidney disease (CKD) progression in human beings across races [11, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21, 22]. In rodents, immobilization of rats 2 h per day for 5 ~ 6 weeks leads to glomerular loss [23] and chronic psychosocial stress induces interstitial nephritis in CBA mice [24]. Such phenomena can be reproduced in NZM2410/J mice which spontaneously develop lupus nephritis [25]. Social defeat stress led to increased deposits of C3 and IgG complexes and macrophage infiltration in the kidney as well as increased serum levels of inflammatory cytokines and anti‐dsDNA autoantibodies [25]. Therefore, rodents can be used to analyze the mechanisms underlying the association between chronic psychological stress and the deterioration of kidney function. Indeed, it has been shown that experimental depression induces oxidative stress, altered expression of parathormone receptor and tryptophan hydroxylase, and the rate‐limiting enzyme in serotonin synthesis, in the kidney of rats [26, 27, 28]. In this scenario, research into a genome‐wide profile of stress‐induced changes in the renal transcriptome that are associated with the development of depressive behaviors is needed. Furthermore, it is of interest to explore the effects of serotonin reuptake inhibitor on stress‐induced changes in the kidney.

To answer these questions, we constructed chronic social defeat stress (CSDS) model in C57 BL/6 male mice. Compared with other rodent models of depression, this model better mimics the psychosocial stressors, which are inversely associated with kidney function and effectively reproduces the neuropathological and behavioral phenotypes observed in human depression [29]. We aim to provide a genome‐wide view of psychosocial stress‐triggered changes in renal transcriptome and clarify the effects of selective serotonin reuptake inhibitor (SSRI) on stress‐induced changes in the kidney.

## Materials and methods

### Experimental animals

Adult (retired breeders) male CD‐1 mice and 6‐week‐old male C57BL/6 mice were brought from SPF Biotechnology Co., Ltd (Beijing, China). All mice were maintained under specific pathogen‐free conditions with controlled temperature (24 ± 1 °C) and humidity (50 ± 10%) and a 12‐h‐light: 12‐h‐dark cycle. Mice were acclimatized through 7 days of adaptive feeding. Animal care and experiments were performed in strict accordance with the Guide for the Care and Use of Laboratory Animals (National Institutes of Health publication 86‐23, revised 1985) and were approved by the ethics committee of the Beijing Institute of Basic Medical Sciences (Permit number: AMMS2020‐0356).

### CSDS model

CD‐1 mice were individually housed and strictly screened for 3 consecutive days. CD‐1 mice attacking C57BL/6 mice for at least 2 consecutive days and initiating attack latency ≤30 s were selected for modeling. Male C57BL/6 mice were randomly divided into three groups (*n* = 6/group): control (Ctrl), CSDS + phosphate‐buffered saline (PBS), and CSDS + fluoxetine (FLX). Special cages with a perforated Plexiglas plate separating the space into two halves were used. An intruder C57BL/6 mouse in PBS group or FLX group was directly exposed to a resident CD‐1 mouse for 10 min each day. If the CD‐1 mouse kept continuous biting even after the C57 BL/6 displayed submissive posture, the defeat bout was immediately terminated. At the end of the frustration, the defeated C57BL/6 mouse was transferred to the other side of the cage so that the two mice could still maintain sensory and olfactory contact [29]. This procedure was repeated for 2 weeks with individual C57BL/6 mouse exposed to different CD‐1 mice each day. C57 BL/6 mice in the control group were handled daily and housed in the same type of cages. C57 BL/6 mice in FLX group were intraperitoneally injected once a day with 10 mg·kg^−1^ FLX (Cat# 064‐04323, Wako Chemical Co. Ltd, Tokyo, Japan) dissolved in PBS; at this dose, this selective serotonin reuptake inhibitor can normalize CSDS phenotypes [30, 31], while mice in PBS group injected with the same volume of PBS, during CSDS induction (Fig. 1A).

**Fig. 1:**
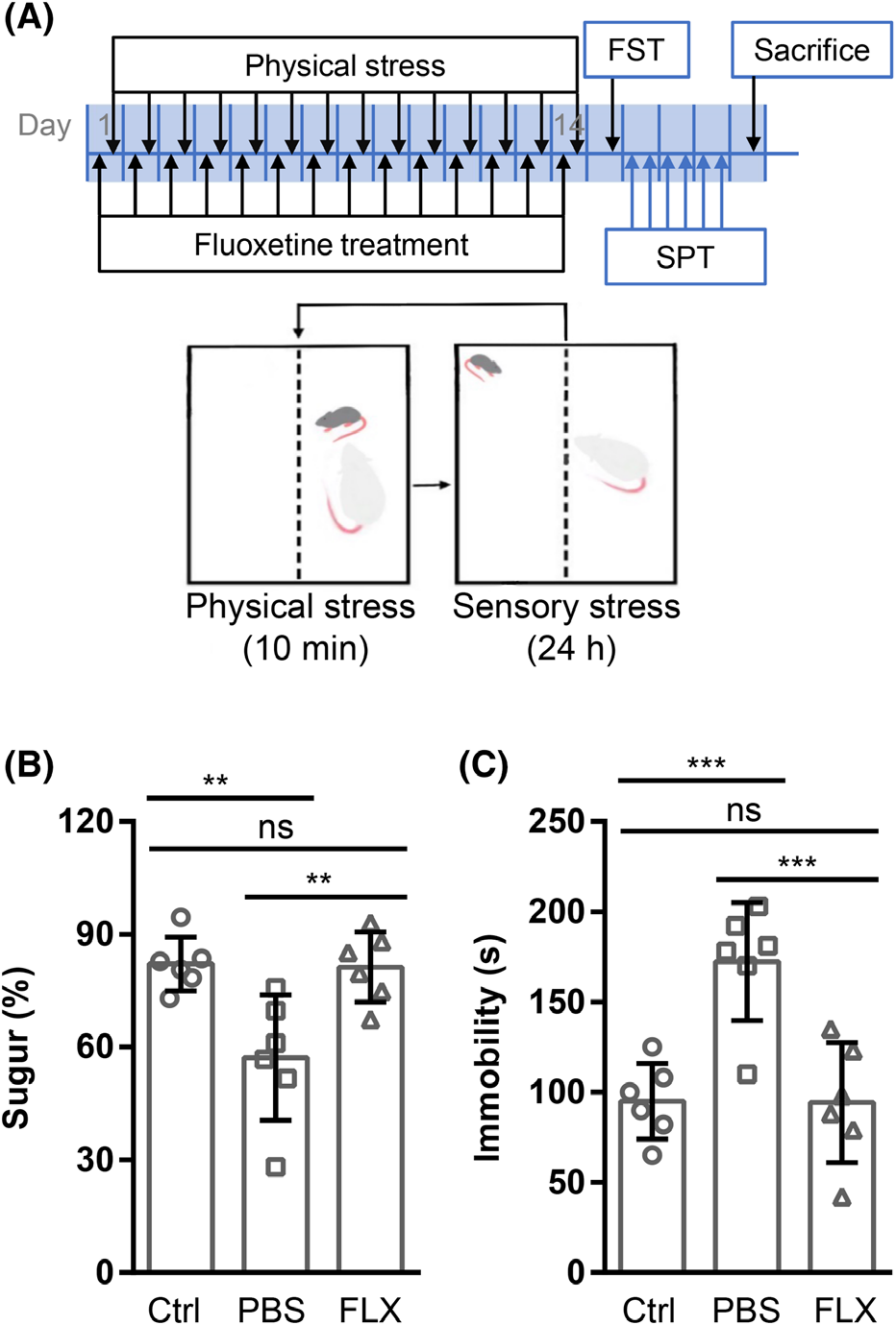
FLX reverses CSDS‐induced depression‐like behaviors. (A) The experiment schedule. (B, C) Six‐week‐old male C57BL/6 mice subjected to CSDS were intraperitoneally injected with FLX (10 mg·kg^−1^) or PBS of equal volume once a day during chronic stress induction. Then, sucrose preference rate (B) and immobility time in forced swim test (C) were measured. Symbols are values from individual mice (*n* = 6/group). The results are shown as mean ± standard deviations and were analyzed using prism 6.0 (GraphPad) by one‐way ANOVA with Dunnett's *post hoc* analysis. **P < 0.01; ***P < 0.001; ns, not significant.

### Forced swim test (FST)

Forced swim test of C57 BL/6 mice was performed as described previously [30, 31, 32]. Briefly, each C57 BL/6 mouse was put into a cylindrical glass tank with the height of 50 cm and the diameter of 20 cm. The cylindrical tank was cleaned before each mouse was tested. Then, it was filled with tap water which was kept at 23–25 °C. The water level is 40 cm above the bottom to ensure that the mouse's tail or feet cannot touch the bottom of the tank. Each mouse was put in the tank for 6 min. The criterion for immobility is that the mouse stops struggling in the water and does nothing but balance its body by the necessary movements to keep its nose out of the water. The accumulated immobility time of mice in the last 4 min was recorded.

### Sucrose preference test (SPT)

In this experiment, each mouse was individually housed in its own cage, with free access to food and water. During the first 48 h, the C57 BL/6 mice were habituated to drink from two bottles, one filled with 1% sucrose solution and the other contained tap water. The positions of sucrose solution and the tap water were exchanged every 12 h and counterbalanced across the different cages. On the third day, water and sucrose consumption were measured. The sucrose preference was calculated by the following equation [21]: total liquid intake (g) = sucrose solution intake (g) + tap water intake (g); preference = [sucrose solution intake (g)/total liquid intake (g)] × 100%.

### Histology and immunohistochemistry (IHC)

The mice were anesthetized with pentobarbital sodium and perfused by PBS and 4% paraformaldehyde sequentially. Then, kidneys were removed from mice and fixed in 10% buffered formalin for at least 24 h, dehydrated, and infiltrated with paraffin. Five micrometers paraffin sections were then prepared and stained with hematoxylin and eosin (H & E) for brightfield microscopy. IHC was performed using standard protocols with citrate buffer (pH 6.0) pretreatment. Briefly, formaldehyde‐fixed and paraffin‐embedded kidney sections were incubated with primary antibodies at 4 °C overnight and then with horseradish peroxidase‐conjugated secondary antibodies at 37 °C for 30 min. The sections were finally incubated with diaminobenzidine and counterstained with hematoxylin for detection. The antibody against F4/80 was ordered from BD Bioscience (Cat# 610178, San Jose, CA, USA). Goat anti‐mouse IgG was obtained from Jackson Immunoresearch (Cat# 115‐005‐003, West Grove, PA, USA).

### Bulk RNA sequencing

Total RNA was extracted from kidneys with TRIzol reagent (Cat# 15596026, Life Technologies, Carlsbad, CA, USA). The RNA amount and purity of each sample were quantified using NanoDrop ND‐1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA) with RIN number > 7.0 and confirmed by electrophoresis with denaturing agarose gel. Poly (A) RNA was purified from 1 μg total RNA using Dynabeads Oligo (dT) (Cat# 25‐61005, Thermo Fisher Scientific, Waltham, MA, USA) for two rounds. Then, poly (A) RNA was fragmented into small pieces using Magnesium RNA Fragmentation Module (Cat# E6150, New England Biolabs, Herts, UK) at 94 °C for 5–7 min. The cleaved RNA fragments were reverse‐transcribed to create cDNAs by SuperScript™ II Reverse Transcriptase (Cat#1896649, Invitrogen, Carlsbad, CA, USA), which were next used to synthesize U‐labeled second‐stranded DNAs with *E. coli* DNA polymerase I (Cat# M0209, New England Biolabs), RNase H (Cat# M0297, New England Biolabs), and dUTP Solution (Cat# R0133, Thermo Fisher Scientific). An A‐base was then added to the blunt ends of each strand, preparing them for ligation to the indexed adaptors. Each adaptor contained a T‐base overhang for ligating the adaptor to the A‐tailed fragmented DNA. Single‐ or dual‐index adaptors were ligated to the fragments, and size selection was performed with AMPure XP beads (Cat# A63881, Beckman Coulter, Bria, CA, USA). After the heat‐labile UDG enzyme (Cat# M0280, New England Biolabs) treatment of the U‐labeled second‐stranded DNAs, the ligated products were amplified with PCR by the following conditions: initial denaturation at 95 °C for 3 min; 8 cycles of denaturation at 98 °C for 15 s, annealing at 60 °C for 15 s, and extension at 72 °C for 30 s; and then final extension at 72 °C for 5 min. The average insert size for the final cDNA library was 300 ± 50 bp. Finally, we performed the 2 × 150‐bp paired‐end sequencing (PE150) on an Illumina Novaseq™ 6000 (LC‐Bio Technology CO., Ltd., Hangzhou, China) following the vendor's recommended protocol.

### Analysis of bulk RNA‐sequencing data

We used fastp software (v2.2.0) (Haplox, Shenzhen, GuangZhou Province, China) to remove the reads that contained adaptor contamination, low‐quality bases, and undetermined bases with default parameters. Then, sequence quality was also verified using fastp [33]. We used HISAT‐3N beta to map reads to the GRCm38 mouse reference genome [34]. The mapped reads of each sample were assembled using StringTie with default parameters. Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using the gffcompare program inside stringtie (the Center for Computational Biology, Johns Hopkins University, MD, USA). After the final transcriptome was generated, StringTie was used to estimate the expression levels of all transcripts by calculating FPKM [total_exon_fragments/mapped_reads (millions) × exon_length (kB)].

### Enrichment analysis

For the differentially expressed genes between different groups (|log_2_FoldChange| > 1 and *P*‐value < 0.05), gene set enrichment analysis (GSEA) was conducted to investigate the biological process by the r package clusterprofiler [35, 36]. The Gene Ontology (GO) biological process (BP) gene sets were downloaded from the Molecular Signature database (https://www.gsea‐msigdb.org/gsea/msigdb) [37]. *P‐*value < 0.05 was set as the cutoff criterion to screen the prominent biological processes.

### Statistical analysis

Quantitative data are shown as mean ± standard deviations and were analyzed using prism 6.0 (GraphPad, Boston, MA, USA). One‐way ANOVA with Dunnett's *post hoc* analysis was used to evaluate quantitative variables. *P* < 0.05 was considered significant.

## Results

### FLX reverses CSDS‐induced depression‐like behaviors

Fourteen days of repeated defeats led to anhedonia as reflected by the sucrose preference test (Fig. 1B, *P* = 0.0043) and psychomotor retardation as reflected by forced swim test (Fig. 1C, *P* = 0.0008). FLX reversed CSDS‐induced anhedonia as reflected by sucrose preference test (Fig. 1B, *P* = 0.0054). FLX also reversed CSDS‐induced psychomotor retardation as reflected by the forced swim test (Fig. 1C, *P* = 0.0007).

### CSDS fails to induce overt renal inflammation

We then analyzed whether CSDS induces macrophage infiltration and IgG deposits in the kidney of male C57 BL/6 mice. Immunohistochemistry revealed no F4/80‐positive cells infiltration under CSDS (Fig. 2A). Kidney tubules were IgG‐positive even under steady‐state conditions (Fig. 2B). However, CSDS showed no effects on IgG immunohistochemical staining (Fig. 2B). Accordingly, CSDS showed no visible effects on the histology of the kidney (Fig. 2C).

**Fig. 2:**
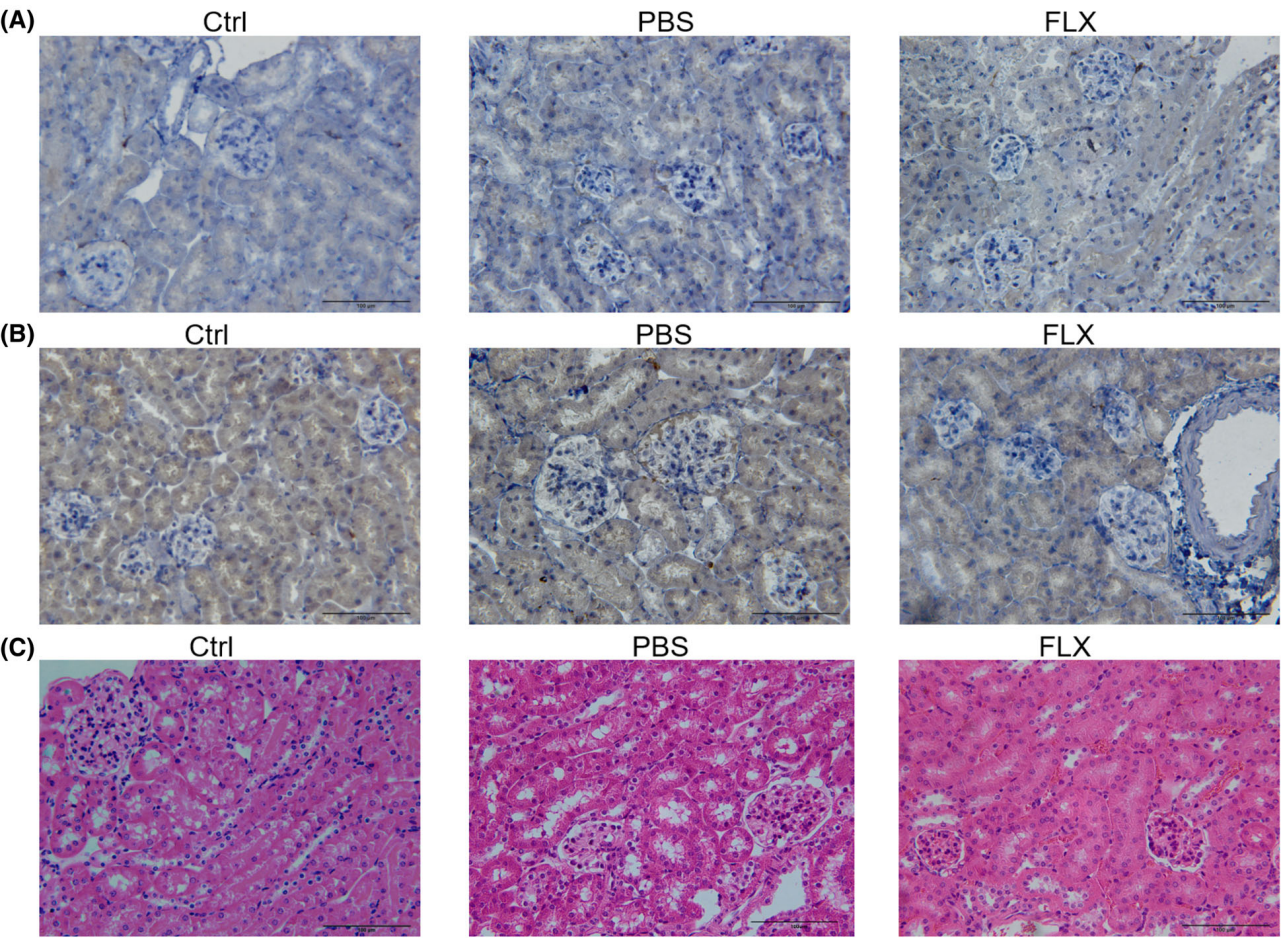
CSDS fails to induce overt renal inflammation. (A–C) The mice in the three groups (Ctrl, PBS, and FLX) were sacrificed and the left kidneys tissues were removed to be subjected to immunohistochemistry (IHC) of F4/80 (A), IgG (B), and H & E staining (C). Scale bar, 100 μm.

### CSDS changes the renal transcriptome

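Right kidneys of 18 male C57BL/6 mice were subjected to bulk RNA sequencing, with 6 mice in each of 3 groups. The Ctrl group was not defeated, and mice of the PBS and FLX groups were exposed to an aggressive CD-1 mouse for 10 min a day on 14 days from 6 weeks of age. During this chronic social defeat stress (CSDS), the FLX group was injected daily with fluoxetine at 10 mg per kg and the PBS group with phosphate-buffered saline. For the Ctrl group the paper describes daily handling and no injection. Comparisons with Ctrl therefore join the effects of defeat and of injection. Poly(A) RNA was sequenced in read pairs. The authors cleaned the reads with fastp, aligned them to GRCm38 with HISAT-3N and assembled transcripts with StringTie. For each of 32675 genes, listed by Ensembl identifier, they deposited an FPKM value and an estimated count per mouse. The tool that gave the counts is not given in the sources used here. The deposited counts are whole numbers, but a median of 720 genes per mouse held 4 counts, against 484.5 genes with 3 counts and 268 with 5. The counts were therefore taken as estimates that rest on fewer sequenced fragments than counts. Total counts per mouse were between 73000203 and 78650116 in the Ctrl group (median 75851895, n = 6), between 72149987 and 78711121 in the PBS group (median 73657794, n = 6) and between 48928823 and 79061296 in the FLX group (median 51581644, n = 6). FLX replicates 3 to 6 had totals of 48928823 to 52073640, below those of the other 14 mice, so that genes with few counts were measured less precisely in these mice. Groups were compared on the counts with edgeR's quasi-likelihood test, which is two-sided, in 1 model over the 3 groups after TMM scaling and a filter on low counts, and p values were adjusted by the Benjamini-Hochberg method. Levels of single genes are given as mean FPKM ± SD. The difference in mean log2(FPKM + 0.1) was also tested for single genes by an exact two-sided permutation test, whose smallest possible p is 0.00216 in each of the 3 comparisons.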

We then employed bulk RNA‐sequencing analysis to explore whether CSDS has some detrimental effects on the kidney of C57 BL/6 male and whether all the detrimental effects could be reversed by FLX treatment. The genes were deemed to be differentially expressed if |log_2_FoldChange| > 1 and *P*‐value < 0.05. The data of a mouse in PBS group were too different from others with excessive expression of inflammatory factors and therefore were deleted before further analysis. 

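The paper's text does not name the deleted mouse. The cell colours of the paper's heatmaps were matched with the deposited FPKM values under each of the 6 possible omissions of a PBS mouse. With columns taken in replicate order, leaving out PBS replicate 6 gave the highest Pearson's r across cells in Fig. 3A (0.9998, against 0.709 for the next omission), Fig. 4A (0.9998, against 0.882) and Fig. 5E (0.928, against 0.745). With columns taken in any order the same mouse came out on the FPKM scale, but in Fig. 5E by a margin of 0.0139 only. On log2(FPKM + 0.1) in any order, Fig. 5E favoured leaving out PBS replicate 3 (r = 0.9230) over PBS replicate 6 (0.8941), while Fig. 3A and Fig. 4A favoured PBS replicate 6 (0.9502 and 0.9483). With PBS replicate 6 left out, 8 of the 9 rows of Fig. 5E had an r of at least 0.95 with their own gene's FPKM (median over rows 0.9998). The row named Cxcl1, described below, had 0.353 and lowers the r of the whole figure. Single rows were not matched under the other omissions. PBS replicate 6 had 22.1 FPKM of S100a8, a calcium-binding protein gene of myeloid cells, against 1.82 to 7.65 in the other 5 PBS mice. S100a9 reached 32.8 FPKM against 3.17 to 13.0 in the others, and Sphk1 reached 7.41 FPKM against 2.11 to 3.03. Ccr1 was at 0.951 FPKM against 0.119 to 0.650. Cxcl1, at 5.79 FPKM, lay inside the range of the other 5 PBS mice, 0.425 to 14.6. Lcn2, a gene of injured tubules and of neutrophils that the paper does not name, was at 49.2 FPKM against 0.985 to 4.42. The paper deleted this mouse as too different from the others with excessive expression of inflammatory factors. Values are therefore given first over the paper's 5 PBS mice and then over all 6 PBS mice.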

As expected, CSDS changed the kidney transcriptome with 398 up‐regulated genes and 391 down‐regulated, among which the top 50 differentially expressed genes are shown (Fig. 3A). 

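At the paper's threshold, 351 genes were up-regulated and 313 down-regulated in PBS versus Ctrl among 20251 genes tested with edgeR. At an adjusted p under 0.05, without a limit on the fold change, 433 genes were higher and 339 lower in the PBS group. The balance depended on the method, with 314 higher and 449 lower with upper-quartile scaling in place of TMM, and 806 and 677 with DESeq2. Every PBS mouse lay on the same side of every Ctrl mouse for 712 of the 20251 genes, an arrangement that chance gives for 0.433% of genes, and 464 of the 772 genes were among them. With all 6 PBS mice, 437 genes were up-regulated and 315 down-regulated at the paper's threshold, and 523 of the 664 genes changed with 5 PBS mice were among them. Over the alternatives tried, the number of changed genes went from 90 with limma on log2(FPKM + 1) to 1977 with no filter on low counts, against 664. The 772 genes at an adjusted p under 0.05 became 1662 without Ctrl replicate 3. They became 388 without PBS replicate 1, 425 without Ctrl replicate 2, 434 without PBS replicate 4, 480 without Ctrl replicate 5 and 509 without Ctrl replicate 1. Among genes with an adjusted p under 0.05 whose groups did not overlap, Slc7a12 (ENSMUSG00000039710, chromosome 3, 14480697 to 14505830), an amino acid transporter gene, rose from 1.96 ± 0.524 FPKM (SD, n = 6) to 22.0 ± 6.28 (SD, n = 5). Its log2 fold change was 3.49 (standard error 0.27, adjusted p = 1.53e-06 from edgeR's quasi-likelihood test), with 5 of 5 PBS mice above every Ctrl mouse. The left-out mouse had only 0.708 FPKM of Slc7a12, and with it the log2 fold change was 3.23 (adjusted p = 0.00233). Gm6300 (ENSMUSG00000104375, chromosome 3, 14363117 to 14377587) fell from 25.6 ± 7.73 FPKM (SD, n = 6) to 2.2 ± 1.28 (SD, n = 5), a log2 fold change of -3.52 (standard error 0.48, adjusted p = 0.000464). PBS replicate 6, left out, had 0.110 FPKM of Gm6300, which gave -3.77 over all 6 PBS mice (adjusted p = 0.00145). Elovl3 (ENSMUSG00000038754, chromosome 19, 46131897 to 46135694) had a log2 fold change of 5.98 (standard error 1.38, adjusted p = 0.0208), which fell to 4.11 (adjusted p = 0.0744) without PBS replicate 5, the PBS mouse with the highest expression of brown fat genes. Its adjusted p was 0.0514 without Ctrl replicate 5. Over all 6 PBS mice, with 0.117 FPKM in the left-out mouse, Elovl3 had a log2 fold change of 5.73 (adjusted p = 0.0273). Gm48795 (ENSMUSG00000114117) had no count in any Ctrl mouse or in the left-out mouse and 0.531 ± 0.172 FPKM (SD, n = 5) in the PBS group. Its adjusted p exceeded 0.05 without Ctrl replicate 2 (0.0502), PBS replicate 1 or PBS replicate 4 (highest value 0.0517), and was 0.0379 over all 6 PBS mice. Ly6i (ENSMUSG00000022586) had 1.27 ± 0.570 FPKM (SD, n = 6) in the Ctrl group and no count in the 5 PBS mice, against 0.310 FPKM in the left-out mouse, which raised its adjusted p from 0.00178 to 0.0332. Gm41396 (ENSMUSG00000116223) had 0.124 ± 0.0604 FPKM (SD, n = 6) in the Ctrl group, no count in the 5 PBS mice and 0.134 FPKM in the left-out mouse, which raised its adjusted p from 0.0140 to 0.243. Serpina7 (ENSMUSG00000031271) changed direction with the mouse left out: its log2 fold change was -4.23 (adjusted p = 0.0309) over 5 PBS mice and 0.30 (adjusted p = 0.924) over 6, since the left-out mouse had 0.471 FPKM and the other 5 had 0.00252 on average. Without PBS replicate 1, 2, 3 or 5, its adjusted p was between 0.0631 and 0.0929. Of the 5 largest rises and 5 largest falls in this set of genes, Mchr1 is described with the receptor genes below. The other 2 not yet described are Gm33228 (ENSMUSG00000117604), with a log2 fold change of 3.30 (adjusted p = 0.0178), and Gm4898 (ENSMUSG00000112737), with -4.77 (adjusted p = 0.0233). The call of Gm33228 was lost without PBS replicate 1 (0.0522) or 4 (0.0517), and that of Gm4898 without Ctrl replicate 2 (0.0575) or PBS replicate 1 (0.0690). Across the 6 PBS mice the log2 fold changes of this pair were 4.51 (adjusted p = 0.00856, 3.13 FPKM in the left-out mouse) and -5.01 (adjusted p = 0.0149, no count in the left-out mouse).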

To explore the effects of CSDS, GSEA was used to show the biological process of CSDS. The results showed that the CSDS up‐regulated genes were involved in processes such as serotonin receptor signaling pathway (*P* = 0.0135), neuropeptide signaling pathway (*P* = 0.0318), response to pheromone (*P* = 0.0181), cytolysis (*P* = 0.0262), and humoral immune response (*P* = 0.0220; Fig. 3B). 

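The deposited table pairs its genes with GO biological process terms, and these sets were tested as a whole in place of the MSigDB sets, which were not used here. The paper describes its GSEA as run on genes that passed its threshold, while all tested genes of a set were used here. The values below therefore do not repeat the paper's test. The 17 terms with tested genes were compared in the 3 comparisons with limma's camera, a two-sided test with a preset correlation of 0.01 between genes, and p values were adjusted over all terms and comparisons. In PBS versus Ctrl, the serotonin receptor signaling pathway (4 genes tested) had a median log2 fold change of -0.27 (adjusted p = 0.929), with 2 of 4 genes higher in PBS. The neuropeptide signaling pathway (32 genes) had a median of -0.03 (adjusted p = 0.850), although the direction of the camera test was up. Response to pheromone (7 genes) had a median of -0.29 (adjusted p = 0.457), with 1 of 7 genes higher in PBS. Cytolysis (13 genes) had a median of -0.07 (adjusted p = 0.839), with 6 of 13 genes higher. Humoral immune response (20 genes) had a median of 0.01 and a mean of -0.04 (adjusted p = 0.774), and the direction of the test was up. With an estimated correlation the adjusted p of these 5 terms was at least 0.681, and with limma's fry at least 0.306. In all 6 PBS mice together the medians were 0.28 for the serotonin receptor signaling pathway (3 genes, adjusted p = 0.587), 0.02 for the neuropeptide signaling pathway (adjusted p = 0.869), -0.39 for response to pheromone (adjusted p = 0.330), -0.04 for cytolysis (adjusted p = 0.953) and 0.07 for humoral immune response (adjusted p = 0.669). In that set of mice the camera test of cytolysis pointed up, and the mean of humoral immune response was again -0.04.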

Meanwhile, the down‐regulated genes were involved in cytosolic transport (*P* < 0.0001), muscle cell apoptotic process (*P* < 0.0001), and cellular component assembly process involved in morphogenesis (*P* < 0.0001).

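Cytosolic transport holds 2 genes in the deposited table, with a median log2 fold change of 0.13 in PBS versus Ctrl and both genes higher in PBS (camera, adjusted p = 0.411). With PBS replicate 6 included the median was also 0.13 (adjusted p = 0.362). Muscle cell apoptotic process holds 1 gene, with a log2 fold change of 0.48 (adjusted p = 0.457), and 0.55 over all 6 PBS mice (adjusted p = 0.330). Cellular component assembly involved in morphogenesis is paired with 0 genes in the table, so it was not tested. Sets of 1 or 2 genes leave little power.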

**Fig. 3:**
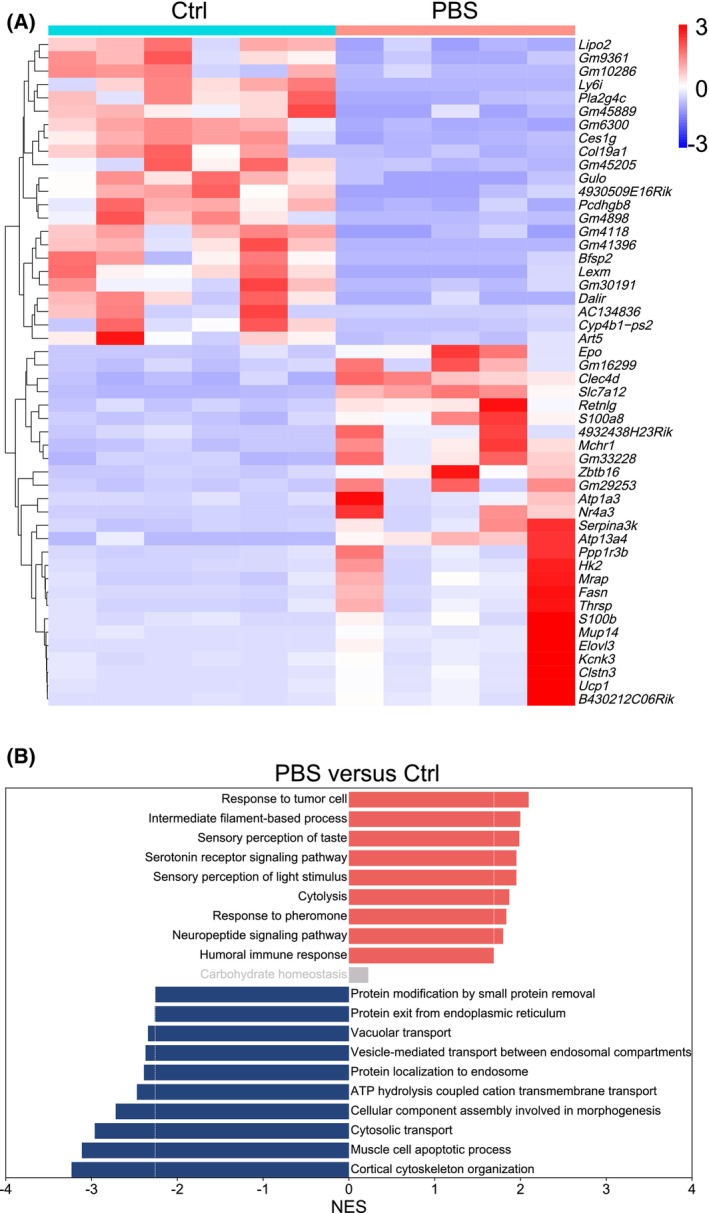
CSDS changes the renal transcriptome. (A, B) The mice in the three groups (Ctrl and PBS, and FLX) were sacrificed, and the right kidneys were removed to be subjected to bulk RNA sequencing. Heatmap of differentially expressed genes between Ctrl and PBS groups (A) and the corresponding enriched GO_BP terms by GSEA (B) are shown. Ctrl group: *n* = 6; PBS group: *n* = 5.

### FLX treatment changes the renal transcriptome under CSDS

Next, we analyzed how FLX treatment changes the transcriptome in the kidney of male C57 BL/6 mice. 

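In FLX versus PBS, 199 genes were higher and 185 lower at the paper's threshold. At an adjusted p under 0.05 without a limit on the fold change, 62 genes were higher and 85 lower in the FLX group. The balance depended on the method, with 211 higher and 67 lower with limma on log2(FPKM + 0.1), and 247 and 265 with DESeq2. The groups did not overlap for 591 of the 20251 genes tested, against 0.433% of genes by chance, and 108 of the 147 genes were among them. With all 6 PBS mice, 189 genes were higher and 266 lower at the paper's threshold, and 284 of the 384 genes were shared with the set of 5. The 147 genes at an adjusted p under 0.05 became 250 without Ctrl replicate 3. They became 47 without PBS replicate 4, 66 without FLX replicate 6, 68 without PBS replicate 1, 70 without FLX replicate 1, 81 without FLX replicate 3, 84 without FLX replicate 2 and 85 without FLX replicate 5. With only FLX replicates 1 and 2, the FLX mice with totals like the other groups, edgeR gave 0 genes at an adjusted p under 0.05 and 530 at the paper's threshold on the unadjusted p. This alternative was chosen after seeing the data, and no other tool was run on it. Ciart (ENSMUSG00000038550, chromosome 3, 95878503 to 95882231), a repressor gene of the circadian clock, fell from 2.63 ± 1.70 FPKM (SD, n = 5) in PBS to 0.272 ± 0.097 (SD, n = 6) in FLX. The log2 fold change was -3.35 (standard error 0.39, adjusted p = 0.000808 from edgeR's quasi-likelihood test), and -3.23 (adjusted p = 0.00239) with the left-out mouse, which had 1.41 FPKM. Plk3 (ENSMUSG00000028680, chromosome 4, 117128655 to 117133963) fell from 34.0 ± 22.3 (SD, n = 5) to 7.90 ± 3.51 FPKM (SD, n = 6), a log2 fold change of -2.21 (standard error 0.48, adjusted p = 0.0395). Plk3 kept no call over all 6 PBS mice (-1.99, adjusted p = 0.0979, 5.14 FPKM in the left-out mouse). It also lost its call without Ctrl replicate 5 (0.0502), PBS replicate 1 or 4, or FLX replicate 1, 3, 4, 5 or 6, with the highest adjusted p, 0.134, without PBS replicate 4. Among genes with an adjusted p under 0.05 whose groups did not overlap, the 5 largest falls were those of Ciart, S100a8, Dbp, Plk3 and Nr1d1. Of the rises in the same set of genes, that of Gm6300 was largest, to 17.5 ± 12.3 FPKM (SD, n = 6) in FLX, a log2 fold change of 2.90 (standard error 0.47, adjusted p = 0.00670), and 3.15 (adjusted p = 0.0164) over all 6 PBS mice. Slco1a1 (ENSMUSG00000041698, chromosome 6, 141907282 to 141946962), an organic anion transporter gene, rose from 4.60 ± 1.52 (SD, n = 5) to 20.0 ± 8.91 FPKM (SD, n = 6) against 31.1 ± 13.5 (SD, n = 6) in Ctrl. The change on the log2 scale was 2.03 (standard error 0.36, adjusted p = 0.0140), and 2.26 (adjusted p = 0.0329) with the left-out mouse, which had 0.427 FPKM. Pzp (ENSMUSG00000030359), Hrg (ENSMUSG00000022877) and Cyp4a12a (ENSMUSG00000066071) rose by 1.96, 1.88 and 1.86 on the log2 scale (adjusted p = 0.00395, 0.0175 and 0.0191). The call of Cyp4a12a was lost without PBS replicate 1 (0.0615), while with all 6 PBS mice these 3 rises were 2.2, 2.10 and 1.67 (adjusted p = 0.0275, 0.0275 and 0.0306), with 0.0881, 0.0472 and 6.66 FPKM in the left-out mouse. Slco1a1 and Cyp4a12a are male-biased genes of the kidney, and the list of such genes fell in PBS versus Ctrl and rose in FLX versus PBS.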

Bulk RNA‐sequencing analysis revealed that FLX treatment changed the kidney transcriptome under the condition of CSDS with 211 up‐regulated genes and 222 down‐regulated genes, among which the top 50 differentially expressed genes were shown (Fig. 4A). 

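In the GO sets of the deposited table, RNA modification (13 genes tested) had a median log2 fold change of 0.07 in FLX versus PBS, with 10 of 13 genes higher in FLX (camera, adjusted p = 0.254). Hippo signaling (19 genes) had a median of 0.14, with 17 of 19 genes higher in FLX (adjusted p = 0.000759). This call was not held with an estimated correlation (adjusted p = 0.534) or with fry (adjusted p = 0.160). Cytosolic transport (2 genes) had a median of -0.07 (adjusted p = 0.603). Peptidyl-asparagine modification is paired with 0 genes and was not tested. For the full PBS group the medians were 0.07 for RNA modification (adjusted p = 0.302), 0.13 for hippo signaling (adjusted p = 0.0229) and -0.06 for cytosolic transport (adjusted p = 0.587).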

GSEA analysis revealed that FLX treatment down‐regulated genes involved in the processes such as RNA modification (*P* < 0.0001), cytosolic transport (*P* < 0.0001), hippo signaling (*P* < 0.0001), and peptidyl‐asparagine modification (*P* = 0.0066). 

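Mitochondrial transport (14 genes tested) had a median log2 fold change of -0.12 in FLX versus PBS, with 3 of 14 genes higher in FLX (camera, adjusted p = 0.351). Adaptive thermogenesis (8 genes) had a median of -0.05 (adjusted p = 0.815), with 2 of 8 genes higher. Thymus development (45 genes) had a median of -0.01 (adjusted p = 0.806), with 22 of 45 genes higher. Dicarboxylic acid metabolic process (4 genes) had a median of -0.09 (adjusted p = 0.586), with 1 of 4 genes higher. With fry the adjusted p of these terms was at least 0.107, and with an estimated correlation at least 0.534. Over all 6 PBS mice the medians were -0.17 (adjusted p = 0.330), -0.04 (adjusted p = 0.926, with the test pointing up and a mean of -0.24), -0.03 (adjusted p = 0.669) and -0.11 (adjusted p = 0.330), in the same order. For PBS versus Ctrl, mitochondrial transport had a median of 0.16 and a mean of 0.68 (adjusted p = 0.113 with camera, 0.00454 with fry).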

Meanwhile, FLX treatment also up‐regulated genes involved in the processes such as mitochondrial transport (*P* < 0.0001), adaptive thermogenesis (*P* = 0.0010), thymus development (*P* = 0.0042), and dicarboxylic acid metabolic process (*P* < 0.0001; Fig. 4B).

**Fig. 4:**
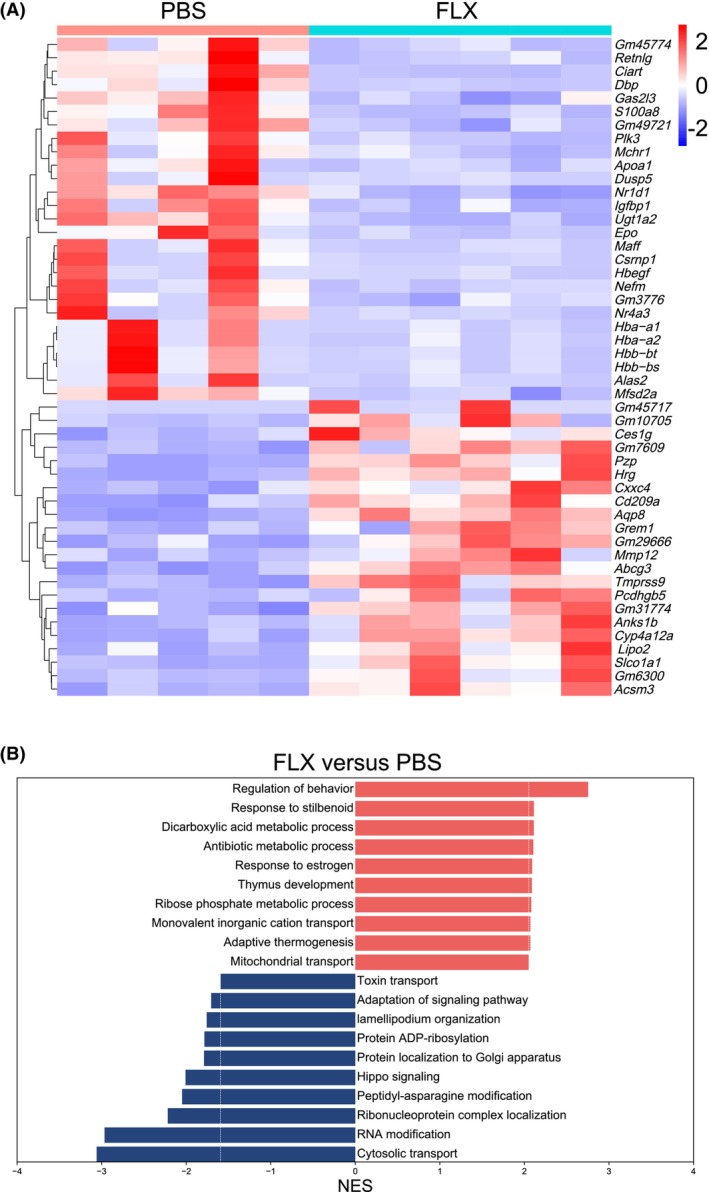
FLX treatment changes the renal transcriptome under CSDS. (A, B) The mice in the three groups (Ctrl and PBS, FLX) were sacrificed and the right kidneys were removed to be subjected to bulk RNA sequencing. Heatmap of differentially expressed genes between PBS and FLX groups (A) and the corresponding enriched GO_BP terms by GSEA (B) are shown. PBS group: *n* = 5; FLX group: *n* = 6.

### FLX treatment partially reverses the effects of CSDS on renal gene expression

Finally, we compared the transcriptome of the three groups. 

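At the paper's threshold, 111 genes were down-regulated in PBS versus Ctrl and up-regulated in FLX versus PBS, and 71 genes were up-regulated in the former and down-regulated in the latter. With all 6 PBS mice the overlaps were 91 and 134 genes. Without PBS replicate 5 the former overlap was 171 genes, and without FLX replicate 5 the latter was 112. Across the 20251 genes tested, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson's r of -0.521, and of -0.550 with all 6 PBS mice. The r was -0.603 without PBS replicate 5, -0.592 without PBS replicate 3, -0.582 without PBS replicate 2 and -0.573 without FLX replicate 5, and it was -0.470, -0.477 and -0.475 without FLX replicate 1, 3 and 6. Both comparisons use the same PBS mice, so that a PBS mouse with a high value raises a gene in one and lowers it in the other. To measure what this gives alone, the PBS and FLX labels were exchanged among the 11 defeated mice in 100 splits, the real one included. In the others the overlap of genes down in PBS and up in FLX had a median of 42 and a highest value of 85, and the overlap of genes up in PBS and down in FLX a median of 14 and a highest value of 244. The median r in the other splits was -0.435.

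**Figure D1:**
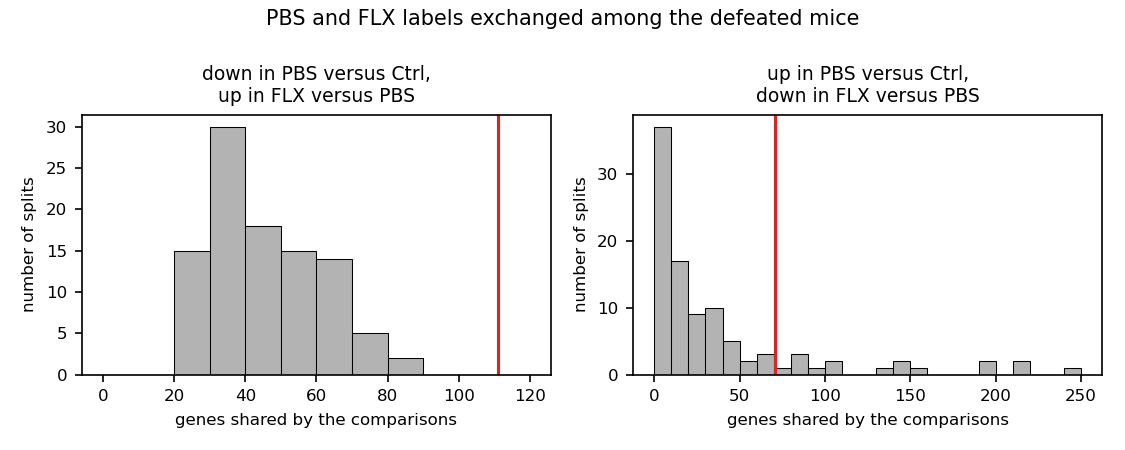
Number of genes shared by the comparisons (horizontal axes) against the number of splits of the defeated mice into PBS and FLX groups (vertical axes), for genes down in PBS and up in FLX (left) and up in PBS and down in FLX (right). The red line marks the real groups, 111 genes on the left, beyond every drawn split, and 71 genes on the right, inside the drawn splits, which reach 244.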

The results showed that the down‐regulated genes of CSDS and the up‐regulated ones of FLX treatment shared 94 genes in common (Fig. 5A), while the up‐regulated of CSDS and the down‐regulated of FLX treatment shared 85 in common (Fig. 5C). The GO_BP enrichment analysis showed that these genes are involved in the processes such as inflammatory response (*P* = 0.0393, Fig. 5D), immune response (*P* = 0.0299, Fig. 5B), chemotaxis (*P* = 0.0102, Fig. 5D), and apoptotic process (*P* = 0.0001, Fig. 5D). 

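The overlap genes were tested against the GO terms of the deposited table by a one-sided hypergeometric test, with the 20251 tested genes as background and adjustment over the 17 terms and both overlaps. Among the 71 genes up in PBS and down in FLX, 9 were of the 535 apoptotic process genes (adjusted p = 0.00346), 4 of the 98 chemotaxis genes (adjusted p = 0.00664) and 5 of the 277 inflammatory response genes (adjusted p = 0.0327). Among the 111 genes down in PBS and up in FLX, 5 were of the 222 immune response genes (adjusted p = 0.0645). With all 6 PBS mice, 11 apoptotic process genes (adjusted p = 0.0165) and 4 chemotaxis genes (adjusted p = 0.0367) were among the 134 genes up in PBS and down in FLX, and 5 inflammatory response genes no longer passed (adjusted p = 0.145). In that set of mice the 91 genes down in PBS and up in FLX held 7 inflammatory response genes (adjusted p = 0.00900) and 5 immune response genes (adjusted p = 0.0367). Tested as whole sets with camera, none of these 4 terms passed in either comparison, and in PBS versus Ctrl their medians were 0.04 for apoptotic process (adjusted p = 0.184), 0.05 for chemotaxis (adjusted p = 0.815), 0.09 for inflammatory response (adjusted p = 0.457) and 0.05 for immune response (adjusted p = 0.981). Apoptotic process passed with fry in PBS versus Ctrl (adjusted p = 0.00454).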

And the inflammation‐related genes are shown in Fig. 5E, including the genes involved in inducing renal inflammation, such as *S100a8*, (PBS versus Ctrl: *P* = 0.0001; FLX versus PBS: *P* < 0.0001), *S100a9* (PBS versus Ctrl: *P* < 0.0001; FLX versus PBS: *P* = 0.0041), *Ccr1* (PBS versus Ctrl: *P* = 0.0027; FLX versus PBS: *P* = 0.0065), *Sphk1* (PBS versus Ctrl: *P* < 0.0001; FLX versus PBS: *P* < 0.0001), and *Cxcl1* (PBS versus Ctrl: *P* = 0.0086; FLX versus PBS: *P* = 0.0085). These results suggest that FLX could alleviate the inflammatory effects of CSDS in the kidney of male C57 BL/6 mice through regulation of the gene expression.

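S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) was at 0.508 ± 0.337 FPKM (SD, n = 6) in Ctrl, 3.94 ± 2.54 (SD, n = 5) in PBS and 0.459 ± 0.400 (SD, n = 6) in FLX. Its log2 fold change was 2.96 in PBS versus Ctrl (standard error 0.68, adjusted p = 0.0205 from edgeR's quasi-likelihood test), with 5 of 5 PBS mice above every Ctrl mouse (exact permutation test, p = 0.00216). For FLX versus PBS it was -3.14 (standard error 0.69, adjusted p = 0.0402), with 6 of 6 FLX mice below every PBS mouse (exact permutation test, p = 0.00433). Across the 6 PBS mice, at 6.96 ± 7.74 FPKM (SD, n = 6), the values were 3.74 (adjusted p = 0.0102) and -3.93 (adjusted p = 0.0275). In PBS versus Ctrl the call was lost without Ctrl replicate 2 (0.0510) or PBS replicate 4 (0.0703). Between FLX and PBS it was lost without Ctrl replicate 1, 2 or 4, PBS replicate 1, 3 or 4, or FLX replicate 1, 2, 3, 4 or 6, with adjusted p values from 0.0530 to 0.142, the highest without PBS replicate 4. Across the alternatives tried the adjusted p ranged from 0.000238 to 0.0433 in PBS versus Ctrl and from 0.000216 to 0.563 in FLX versus PBS, and the direction held in each. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) was at 1.06 ± 0.516 (SD, n = 6), 6.75 ± 3.90 (SD, n = 5) and 1.34 ± 1.20 FPKM (SD, n = 6). The log2 fold change was 2.66 in PBS versus Ctrl (standard error 0.66, adjusted p = 0.0285), a call lost without Ctrl replicate 1, 2, 4 or 5 or PBS replicate 1 or 4 (0.0516 to 0.0969). In FLX versus PBS it was -2.45 (standard error 0.65, adjusted p = 0.0959), with 6 of 6 FLX mice below every PBS mouse (exact permutation test, p = 0.00866). Over the alternatives its adjusted p in PBS versus Ctrl ranged from 0.000659 with DESeq2 to 0.183 with limma on log2(FPKM + 0.01). That in FLX versus PBS ranged from 0.00534 with DESeq2 to 0.320 with FLX replicates 1 and 2 only. In all 6 PBS mice together S100a9 had 3.35 (adjusted p = 0.0143) and -3.14 (adjusted p = 0.0509). Both genes are also neutrophil genes, and the neutrophil genes that the paper's figures do not show rose too, with a median log2 fold change of 1.14 in PBS versus Ctrl. Sphk1 (ENSMUSG00000061878, chromosome 11, 116530925 to 116536674), a sphingosine kinase gene, was at 1.22 ± 0.354 (SD, n = 6), 2.54 ± 0.391 (SD, n = 5) and 1.21 ± 0.477 FPKM (SD, n = 6). It rose by 1.06 on the log2 scale in PBS versus Ctrl (standard error 0.23, adjusted p = 0.0150) and fell by 1.18 in FLX versus PBS (standard error 0.23, adjusted p = 0.0245). The fall lost its call without PBS replicate 1 or 4 or FLX replicate 1, 2, 3 or 6 (0.0518 to 0.0810). With PBS replicate 6 included, at 3.35 ± 2.02 FPKM (SD, n = 6), the values were 1.44 (adjusted p = 0.0118) and -1.55 (adjusted p = 0.0275). Ccr1 (ENSMUSG00000025804, chromosome 9, 123962124 to 123968692), a chemokine receptor gene, was at 0.150 ± 0.0871 (SD, n = 6), 0.410 ± 0.222 (SD, n = 5) and 0.187 ± 0.0856 FPKM (SD, n = 6). Its log2 fold changes were 1.45 (standard error 0.46, adjusted p = 0.0938) and -1.23 (standard error 0.46, adjusted p = 0.284). For PBS versus Ctrl it passed without Ctrl replicate 3 (0.0428) or PBS replicate 2 (0.0440) and over all 6 PBS mice (1.71, adjusted p = 0.0436), where FLX versus PBS gave -1.5 (adjusted p = 0.155). Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115), a chemokine gene, was at 1.37 ± 0.972 (SD, n = 6), 6.32 ± 6.91 (SD, n = 5) and 1.48 ± 0.920 FPKM (SD, n = 6), with 14.6 and 13.1 FPKM in PBS replicates 1 and 4 and 0.425 to 1.86 in the other 3. The log2 fold changes were 2.25 (standard error 0.74, adjusted p = 0.101) and -2.22 (standard error 0.74, adjusted p = 0.206), and the exact permutation tests gave p = 0.184 and p = 0.221. The adjusted p in PBS versus Ctrl was 0.0391 without PBS replicate 3. For the full PBS group the values were 2.22 (adjusted p = 0.0831) and -2.19 (adjusted p = 0.172). The heatmap row named Cxcl1 in Fig. 5E had a Pearson's r of 0.353 with the deposited Cxcl1 values and of 0.9999 with those of Cxcl16 (ENSMUSG00000018920, chromosome 11, 70453983 to 70459984), across mice of the figure. Cxcl16, named only after its values were seen, was at 13.9 ± 1.29 (SD, n = 6), 15.0 ± 2.21 (SD, n = 5) and 13.3 ± 2.01 FPKM (SD, n = 6), with log2 fold changes of 0.11 (adjusted p = 0.688) and -0.26 (adjusted p = 0.377). Over all 6 PBS mice, with 12.0 FPKM in the left-out mouse, these were 0.05 (adjusted p = 0.862) and -0.21 (adjusted p = 0.512).

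**Figure D2:**
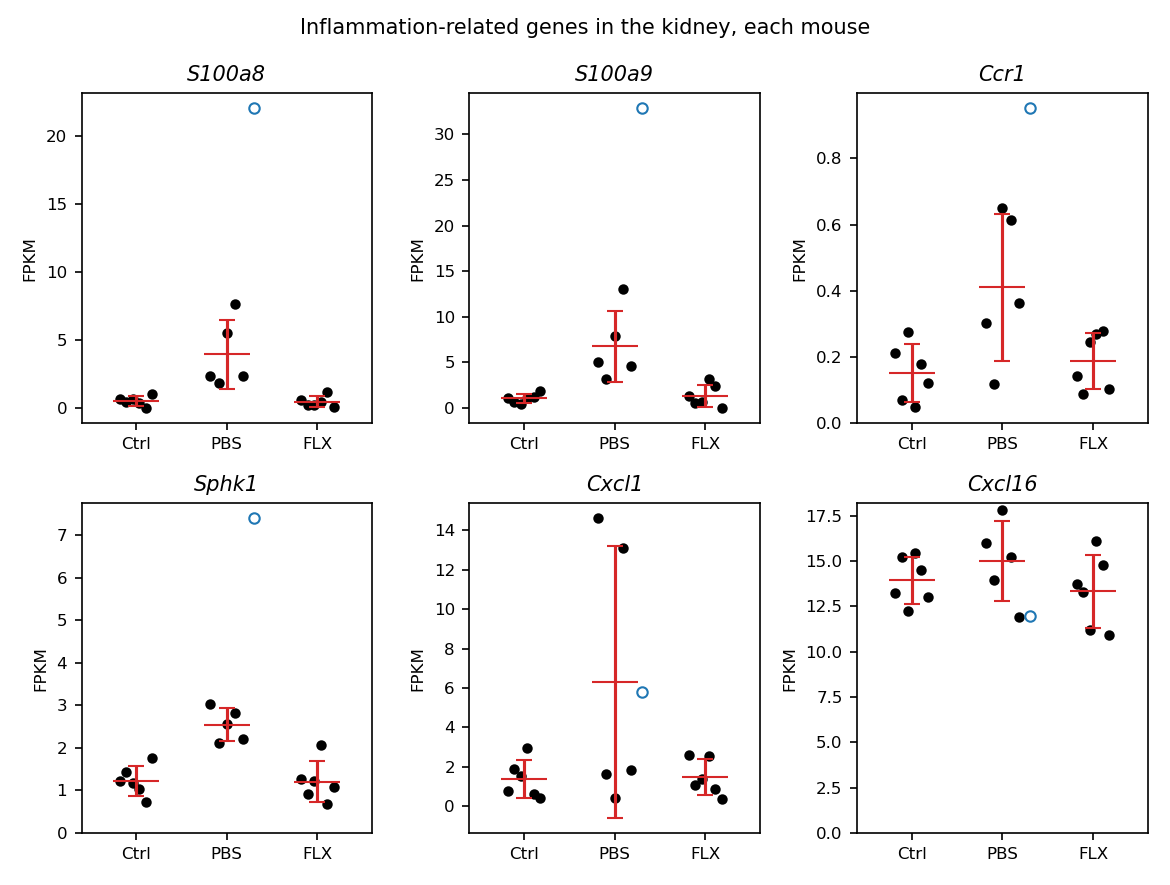
FPKM (vertical axes) of 6 genes in each mouse of the Ctrl, PBS and FLX groups (horizontal axes), with black points for the paper's mice, red bars for their mean and SD, and an open blue circle for the left-out PBS mouse. For S100a8, S100a9 and Sphk1 every black point of PBS lies above those of Ctrl and FLX, for Ccr1 and Cxcl1 the groups overlap, and Cxcl16 lies between 10.9 and 17.8 FPKM.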

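The remaining genes of Fig. 5E were lower in PBS, with few counts. Ccl22 (ENSMUSG00000031779), Cysltr1 (ENSMUSG00000052821), Tlr9 (ENSMUSG00000045322) and Ltb4r2 (ENSMUSG00000040432) had 6.40 to 62.2 counts per mouse on average in a group, at or below 0.166 FPKM. Their log2 fold changes in PBS versus Ctrl were -2.09 (adjusted p = 0.195), -1.13 (adjusted p = 0.246), -1.75 (adjusted p = 0.124) and -1.42 (adjusted p = 0.0485), and in FLX versus PBS 2.06 (adjusted p = 0.347), 1.33 (adjusted p = 0.291), 1.79 (adjusted p = 0.223) and 1.19 (adjusted p = 0.198). The call of Ltb4r2 was lost without any 1 of 14 of the 17 mice (0.0516 to 0.125), and it held without Ctrl replicate 3, PBS replicate 5 or FLX replicate 1. With DESeq2 the adjusted p of Tlr9 was 0.0203 in PBS versus Ctrl and 0.0381 in FLX versus PBS, the lowest of the alternatives, whose highest were 0.218 and 0.920. Across the 6 PBS mice the adjusted p of these genes was 0.0311 for Ltb4r2 in PBS versus Ctrl and between 0.0835 and 0.267 in their other tests, with the same directions. In the 9 genes of Fig. 5E taken as a list, 4 passed at an adjusted p under 0.05 in PBS versus Ctrl and 2 in FLX versus PBS over all genes tested, and 9 and 9 did when adjusted over the list alone. The study chose this list on these samples, so the latter counts are not independent evidence. The list had a median log2 fold change of 1.06 in PBS versus Ctrl (camera, adjusted p = 0.337) and -1.18 in FLX versus PBS (adjusted p = 0.228), since it holds genes that move both ways. In all 6 PBS mice together these medians were 1.44 (adjusted p = 0.372) and -1.5 (adjusted p = 0.276). Across the alternatives the adjusted p of the list ranged from 0.000194 to 0.550 in PBS versus Ctrl and from 4.62e-06 to 0.519 in FLX versus PBS, and it was lowest with the counts divided by 4, an alternative chosen after seeing the data, which leaves fewer of the genes with few counts in the test. In FLX versus Ctrl the median was 0.03, while the mean was 0.01 and the camera test pointed down (adjusted p = 0.968).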

**Fig. 5:**
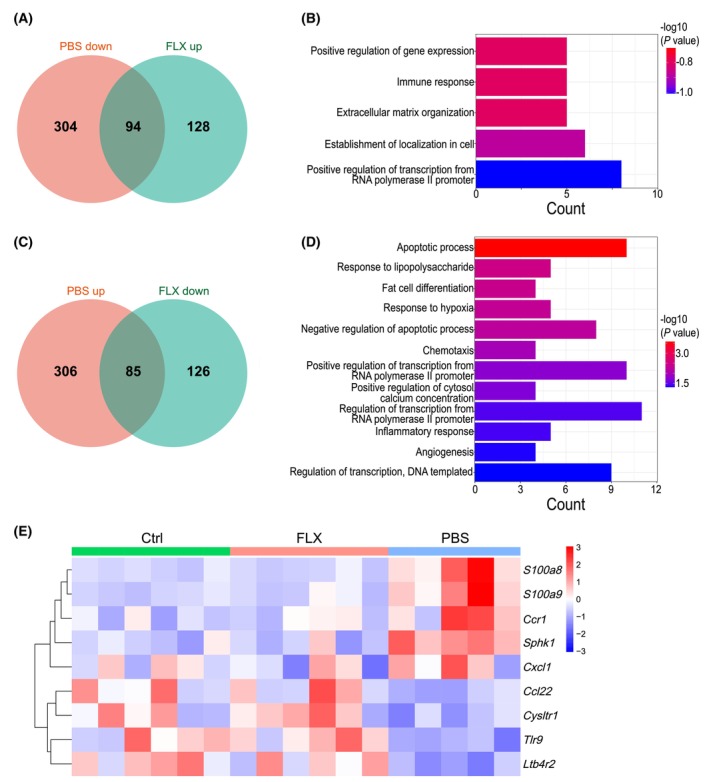
FLX treatment partially reverses the effects of CSDS on renal gene expression. (A–E) The mice in the three groups (Ctrl and PBS, FLX) were sacrificed and the right kidneys were removed to be subjected to bulk RNA sequencing. Venn diagram of the common genes up‐regulated in FLX group while down‐regulated in PBS group (A) or down‐regulated in FLX group while up‐regulated in PBS group (C). GO_BP terms of common genes up‐regulated in FLX group while down‐regulated in PBS group (B) or down‐regulated in FLX while up‐regulated in PBS group (D). Heatmap of genes associated with inflammation (E). Ctrl group: *n* = 6; PBS group: *n* = 5; FLX group: *n* = 6.

### The kidney expresses receptors for stress hormones and serotonin

The molecular basis for the aforementioned changes in the kidney transcriptome was also evaluated. We tried to explore the expression of stress hormone receptors as well as serotonin receptors. Transcripts of glucocorticoid receptor gene *Nr3c1* and adrenergic receptor genes *Adra1a*, *Adra1b*, *Adra1d*, *Adra2a*, *Adra2b*, *Adra2c*, *Adrb1*, *Adrb2*, *and Adrb3* were detected in the kidney of male C57 BL/6 mice, which were not changed by CSDS with or without FLX treatment (Fig. 6A). 

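Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421) was at 8.14 ± 1.5 FPKM (SD, n = 6) in Ctrl, 7.12 ± 0.579 (SD, n = 5) in PBS and 8.20 ± 0.856 (SD, n = 6) in FLX. The change on the log2 scale was -0.18 in PBS versus Ctrl (standard error 0.10, adjusted p = 0.349 with edgeR) and 0.11 in FLX versus PBS (standard error 0.10, adjusted p = 0.774). The left-out mouse had 4.93 FPKM, and with it the values were -0.26 (adjusted p = 0.205) and 0.19 (adjusted p = 0.548). Adra2b (ENSMUSG00000058620, chromosome 2, 127363208 to 127367221), the adrenergic receptor gene with the highest level, was at 19.1 ± 1.81 (SD, n = 6), 28.0 ± 2.28 (SD, n = 5) and 25.2 ± 2.45 FPKM (SD, n = 6). In PBS versus Ctrl its log2 fold change was 0.55 (standard error 0.09, adjusted p = 0.00144), below the fold limit of the paper's threshold, with 5 of 5 PBS mice above every Ctrl mouse (exact permutation test, p = 0.00216). With each of the 17 mice left out in turn it stayed between 0.52 and 0.60, with an adjusted p of at most 0.00511. PBS replicate 6, left out, had 11.0 FPKM of Adra2b, below the others, and over all 6 PBS mice the log2 fold change was 0.40 (adjusted p = 0.209). For FLX versus PBS it was -0.24 (standard error 0.09, adjusted p = 0.268), and -0.08 (adjusted p = 0.911) over all 6 PBS mice. In FLX versus Ctrl Adra2b was higher by 0.32 on the log2 scale (standard error 0.08, adjusted p = 0.0441), with 6 of 6 FLX mice above every Ctrl mouse. This call was lost over all 6 PBS mice (adjusted p = 0.353), and without Ctrl replicate 1, 4, 5 or 6, PBS replicate 1, 2, 3 or 4, or FLX replicate 1, 2, 4 or 5 (0.0511 to 0.105), and across the alternatives its adjusted p ranged from 0.0074 to 0.353. Adra1a (ENSMUSG00000045875), Adra1b (ENSMUSG00000050541), Adra1d (ENSMUSG00000027335), Adra2a (ENSMUSG00000033717), Adra2c (ENSMUSG00000045318), Adrb1 (ENSMUSG00000035283) and Adrb3 (ENSMUSG00000031489) were at 0.154 to 2.82 FPKM on average in a group. Their adjusted p was between 0.331 and 0.963 in PBS versus Ctrl and between 0.206 and 0.964 in FLX versus PBS and between 0.24 and 0.998 in FLX versus Ctrl, and none was under 0.05 over all 6 PBS mice. Adrb3 is also a gene of fat cells, and its mean was 2.22 ± 2.49 FPKM (SD, n = 5) in PBS against 0.576 ± 0.621 (SD, n = 6) in Ctrl. PBS replicate 5 had 6.37 FPKM, against 0.136 to 2.61 in PBS replicates 1 to 4, and the left-out mouse had 0.0132. FLX replicate 5 had 12.3 FPKM.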

Transcripts of prolactin receptor gene *Prlr* (PBS versus Ctrl: *P* < 0.0001; FLX versus PBS: *P* < 0.0001) and melanin‐concentrating hormone receptor *Mchr1* (PBS versus Ctrl: *P* < 0.0001; FLX versus PBS: *P* = 0.0001) were also detected, which were both up‐regulated by CSDS and reversed by FLX treatment (Fig. 6A). 

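Prlr (ENSMUSG00000005268, chromosome 15, 10177238 to 10349180) was at 1.54 ± 0.619 FPKM (SD, n = 6) in Ctrl, 4.62 ± 0.736 (SD, n = 5) in PBS and 2.03 ± 0.846 (SD, n = 6) in FLX. Its log2 fold change was 1.60 in PBS versus Ctrl (standard error 0.26, adjusted p = 0.00198 with edgeR), with 5 of 5 PBS mice above every Ctrl mouse (exact permutation test, p = 0.00433). Between FLX and PBS it was -1.28 (standard error 0.26, adjusted p = 0.0282), with 6 of 6 FLX mice below every PBS mouse (exact permutation test, p = 0.00649). The latter call was lost without PBS replicate 1, 3 or 4 or FLX replicate 2, 3, 5 or 6 (0.0509 to 0.0967). The left-out mouse had 1.55 FPKM, at the level of Ctrl, and with it Prlr was at 4.11 ± 1.42 FPKM (SD, n = 6), with log2 fold changes of 1.42 (adjusted p = 0.0143) and -1.11 (adjusted p = 0.102). Over the alternatives tried, the adjusted p ranged from 9.39e-08 to 0.0143 in PBS versus Ctrl and from 0.000126 to 0.616 in FLX versus PBS. Mchr1 (ENSMUSG00000050164, chromosome 15, 81235499 to 81238964) was at 0.214 ± 0.114 (SD, n = 6), 2.02 ± 1.28 (SD, n = 5) and 0.725 ± 0.3 FPKM (SD, n = 6). It rose by 3.25 on the log2 scale in PBS versus Ctrl (standard error 0.47, adjusted p = 0.000730), with 5 of 5 PBS mice above every Ctrl mouse, and by 3.27 (adjusted p = 0.000781) with the left-out mouse, which had 2.32 FPKM. In FLX versus PBS its log2 fold change was -1.57 (standard error 0.45, adjusted p = 0.125), with 3 of 6 FLX mice below every PBS mouse (exact permutation test, p = 0.0238). With PBS replicate 6 included it was -1.59 (adjusted p = 0.0942). Across the alternatives the adjusted p of this fall ranged from 0.0177 with DESeq2 to 0.916 with FLX replicates 1 and 2 only. Mchr1 remained higher in FLX than in Ctrl, by 1.68 on the log2 scale (adjusted p = 0.0424), with 5 of 6 FLX mice above every Ctrl mouse. That call was lost over all 6 PBS mice (0.0537), and without Ctrl replicate 1, 2, 4, 5 or 6, PBS replicate 1, or FLX replicate 1, 2, 3, 4 or 6 (0.0514 to 0.0990).

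**Figure D3:**
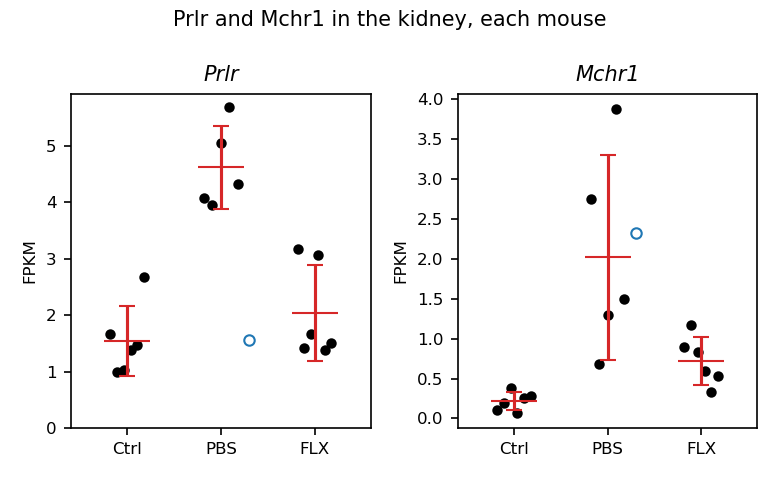
FPKM (vertical axes) of Prlr and Mchr1 in each mouse of the Ctrl, PBS and FLX groups (horizontal axes), with black points for the paper's mice, red bars for their mean and SD, and an open blue circle for the left-out PBS mouse. Prlr lies between 3.96 and 5.69 FPKM in the paper's PBS mice and at 1.55 FPKM in the left-out mouse.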

On the contrary, transcripts of serotonin receptor genes *Htr1b*, *Htr2a*, *Htr2b*, *Htr3a*, *Htr4*, and *Htr7* were also detected, which were not changed by CSDS (Fig. 6B). In addition, the expression of parathormone receptor genes (*Pth1r* and *Pth2r*) and tryptophan hydroxylase genes (*Tph1* and *Tph2*), was changed insignificantly in the defeated male C57 BL/6 mice (Fig. 6B).

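Htr1b (ENSMUSG00000049511, chromosome 9, 81628291 to 81633828) was at 0.186 ± 0.0953 FPKM (SD, n = 6) in Ctrl, 0.249 ± 0.152 (SD, n = 5) in PBS and 0.482 ± 0.265 (SD, n = 6) in FLX. For PBS versus Ctrl its log2 fold change was 0.43 (standard error 0.47, adjusted p = 0.701 with edgeR), and 0.18 (adjusted p = 0.902) with the left-out mouse, which had 0.0123 FPKM. In FLX versus Ctrl it was 1.27 (standard error 0.46, adjusted p = 0.126), with 4 of 6 FLX mice above every Ctrl mouse (exact permutation test, p = 0.0303), and across the alternatives the adjusted p ranged from 0.0461 with DESeq2 to 0.765. Htr3a (ENSMUSG00000032269) was at 0.256 ± 0.118 (SD, n = 6), 0.405 ± 0.208 (SD, n = 5) and 0.330 ± 0.0486 FPKM (SD, n = 6), and at 2.33 FPKM in the left-out mouse. Its log2 fold change in PBS versus Ctrl was 0.67 (adjusted p = 0.430), and 1.47 (adjusted p = 0.121) over all 6 PBS mice. Htr2a (ENSMUSG00000034997), Htr2b (ENSMUSG00000026228), Htr4 (ENSMUSG00000026322) and Htr7 (ENSMUSG00000024798) were at 0.137 FPKM or less on average in every group, with 28.3 counts per mouse or fewer. Their adjusted p in PBS versus Ctrl was between 0.504 and 0.963. For the full PBS group Htr7, with no count in the left-out mouse, did not pass the filter on low counts, and the adjusted p of the others was between 0.379 and 0.856.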

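Pth1r (ENSMUSG00000032492, chromosome 9, 110722085 to 110747145) was at 165 ± 20.0 FPKM (SD, n = 6) in Ctrl, 146 ± 13.9 (SD, n = 5) in PBS and 153 ± 8.85 (SD, n = 6) in FLX. The log2 fold change was -0.18 in PBS versus Ctrl (standard error 0.10, adjusted p = 0.404 with edgeR), and -0.21 (adjusted p = 0.270) with the left-out mouse, which had 132 FPKM. Pth2r (ENSMUSG00000025946), Tph1 (ENSMUSG00000040046) and Tph2 (ENSMUSG00000006764) did not pass the filter on low counts. Pth2r had 0.5 counts per mouse on average in Ctrl, none in PBS and 0.667 in FLX. Tph1 had 6.50, 1.60 and 5.67 counts, and Tph2 had none, 2.2 and 0.333. In PBS versus Ctrl the exact permutation test gave p = 1 for Pth2r, p = 0.208 for Tph1 and p = 0.182 for Tph2, and with all 6 PBS mice p = 1, p = 0.273 and p = 0.455. PBS replicate 6, left out, had no FPKM for Pth2r and Tph2 and 0.00965 FPKM of Tph1. The 7 genes of Fig. 6B that passed the filter had, as a list, a median log2 fold change of -0.18 in PBS versus Ctrl (camera, adjusted p = 0.595) and 0.46 in FLX versus PBS (adjusted p = 0.167). Over all 6 PBS mice 6 genes were tested, with medians of -0.01 (adjusted p = 0.724) and 0.30 (adjusted p = 0.334). In the comparisons of PBS with Ctrl and of FLX with PBS, 0 of the 7 genes passed over all genes with edgeR, and 0 adjusted over the list alone, which the study chose on these samples.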

**Fig. 6:**
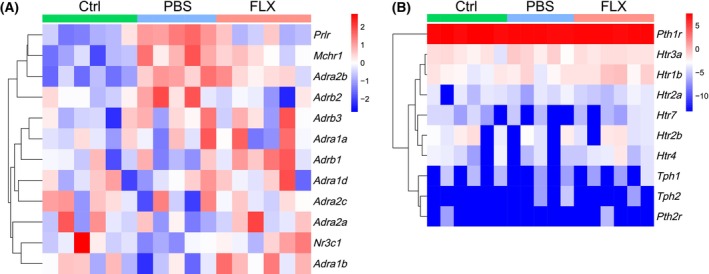
Kidney expresses receptors for stress hormones and serotonin. (A, B) The mice in the three groups (Ctrl and PBS, FLX) were sacrificed and the right kidneys were removed to be subjected to bulk RNA sequencing. The expression of receptors for stress hormones (A) and serotonin (B) in Ctrl, PBS, and FLX groups is shown. Ctrl group: *n* = 6; PBS group: *n* = 5; FLX group: *n* = 6.

## Discussion

The present study provides a genome‐wide view of CSDS‐triggered changes in renal transcriptome. FLX treatment changes the renal transcriptome under the condition of CSDS, which partially reverses the effects of CSDS on renal gene expression and has additional effects. The molecular basis for these changes might be attributed, at least partially, to the expression of receptors for stress hormones and serotonin in the kidney.

CSDS led to depression‐like behaviors in male C57 BL/6 mice (Fig. 1B,C) with 398 up‐regulated genes and 391 down‐regulated in the kidney (Fig. 3A). Recently, it has been revealed that most of the differentially expressed genes in the prefrontal cortex of depressed patients are immediate early genes such as *Nr4a3* [38]. In line with these findings, several immediate early genes such as *Nr4a3* were up‐regulated in the kidney of defeated male C57 BL/6 mice (Fig. 3A). 

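Nr4a3 (ENSMUSG00000028341, chromosome 4, 48045153 to 48086445), a nuclear receptor gene, rose from 0.0646 ± 0.0397 FPKM (SD, n = 6) in Ctrl to 1.63 ± 1.54 (SD, n = 5) in PBS. The change on the log2 scale was 4.66 (standard error 0.77, adjusted p = 0.00204 with edgeR), with 4 of 5 PBS mice above every Ctrl mouse (exact permutation test, p = 0.00433). The rise came mainly from PBS replicates 1, 4 and 5, at 3.82, 2.41 and 1.47 FPKM, against 0.129 and 0.296 in replicates 2 and 3. The left-out mouse had 0.355 FPKM, and over all 6 PBS mice the log2 fold change was 4.45 (adjusted p = 0.00426). With each of the 17 mice left out in turn it stayed between 4.06 and 5.01, with an adjusted p of at most 0.00835. Over the alternatives tried, the adjusted p ranged from 1.56e-07 to 0.186. The latter came with limma's voom and weights set per group, not per mouse, the only alternative without a call. In a list of 18 immediate early genes that holds Nr4a3, the median log2 fold change was 0.60 in PBS versus Ctrl (camera, adjusted p = 0.00714). This call was not held with an estimated correlation (adjusted p = 0.532) or with fry (adjusted p = 0.327). Without PBS replicate 1 the median was 0.19 (adjusted p = 0.537), and without PBS replicate 4 it was 0.45 (adjusted p = 0.113). Across the 6 PBS mice it was 0.58 (adjusted p = 0.00958). Of the 18 genes 3 passed over all genes and 3 adjusted over the list alone.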

In the brain of male mice after CSDS, it has been demonstrated that the most reproducible transcriptome changes are the expression of hemoglobin genes [38, 39], which is believed to provide neuroprotection in response to oxidative stress [40]. Intriguingly, the expression of hemoglobin *genes Hba‐a1*, *Hba‐a2*, *Hbb‐bs*, and *Hbb‐bt* was detected in the kidney of male C57 BL/6 mice and showed a trend of up‐regulation after CSDS although it failed to reach statistical difference (data not shown). These data are somewhat consistent with the reported oxidative stress in the kidney of rats with experimental depression [26]. In addition, tryptophan hydroxylase protein level was reported to be reduced in the kidney of rats with experimental depression [28]. Accordingly, tryptophan hydroxylase transcripts were detected in the kidney of male C57 BL/6 mice although the effect of CSDS was not significant (Fig. 6B). Furthermore, transcripts of serotonin receptor genes were also detected (Fig. 6B), which can explain the enriched serotonin receptor signaling pathway after CSDS. 

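Hba-a1 (ENSMUSG00000069919, chromosome 11, 32283511 to 32284465) was at 62.1 ± 59.9 FPKM (SD, n = 6) in Ctrl and 145 ± 153 (SD, n = 5) in PBS, with 369 and 239 FPKM in PBS replicates 2 and 4 and 25.0 to 57.4 in the other 3. Its log2 fold change was 1.25 (standard error 0.77, adjusted p = 0.426 with edgeR), with 2 of 5 PBS mice above every Ctrl mouse (exact permutation test, p = 0.281). Hba-a2 (ENSMUSG00000069917), Hbb-bs (ENSMUSG00000052305) and Hbb-bt (ENSMUSG00000073940) had log2 fold changes of 1.29 (adjusted p = 0.421), 1.22 (adjusted p = 0.435) and 1.40 (adjusted p = 0.357). PBS replicate 6, left out, had 16.5 FPKM of Hba-a1, and over all 6 PBS mice the log2 fold changes of the 4 genes were between 0.99 and 1.16 (adjusted p = 0.436 to 0.519). As a list the 4 genes had a median of 1.27 (camera, adjusted p = 0.0766), and 1.04 over all 6 PBS mice (adjusted p = 0.243). The adjusted p of the hemoglobin list was 0.0183 without Ctrl replicate 1, 0.0188 without Ctrl replicate 6, 0.0315 without PBS replicate 1, 0.0365 without PBS replicate 3 and 0.0133 without PBS replicate 5, and across the alternatives it ranged from 0.0453 with upper-quartile scaling to 0.519. Hba-a1 and Hba-a2 are paralogs with nearly the same sequence, so that the split of reads between them is uncertain.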

Besides, the enrichment of CSDS down‐regulated genes highlighted cellular transport and cell component assembly process which consume energy (Fig. 3B). Thus, the above changes might reflect the cellular adaptability to cope with the detrimental effects of CSDS on the kidney. However, the cellular adaption seems not enough because the enrichment of CSDS up‐regulated genes also highlighted cytolysis (Fig. 3B). Furthermore, the expression of several inflammation‐related genes was altered by CSDS (Fig. 5E). Among these genes, *S100a8*, *S100a9*, *Ccr1*, *Sphk1*, and *Cxcl1* have been reported to be involved in inducing renal inflammation [41, 42, 43, 44]. The results show that CSDS leads to an inflammatory transcriptome, even though with no overt effects on the kidney of male C57 BL/6 mice. In line with a previous report [45], the kidney tubules were IgG‐positive even under steady‐state conditions (Fig. 2B). However, CSDS showed no effects on IgG immunohistochemical staining (Fig. 2B). Accordingly, CSDS showed no visible effects on the histology of the kidney (Fig. 2C).

In the present work, transcripts of glucocorticoid receptor gene, adrenergic receptor genes, prolactin receptor gene, and melanin‐concentrating hormone receptor were detected in the kidney of male C57 BL/6 mice (Fig. 6A). Therefore, CSDS might exert detrimental effects on the kidney directly through stress hormones and their receptors. Accordingly, the enrichment of CSDS down‐regulated genes highlighted neuropeptide signaling pathway and response to pheromone (Fig. 3B). Furthermore, it has been reported that chronic mild stress leads to increased expression of *Prlr* and *Mchr1* [46, 47]. Indeed, CSDS‐induced up‐regulation of *Prlr* and *Mchr1* expression (Fig. 6A). Psychological stress‐induced release of prolactin promotes pro‐inflammatory immune responses via nuclear factor‐κB and interferon regulatory factor‐1 [48, 49]. On the contrary, melanin‐concentrating hormone, also up‐regulated by psychological stress, has been implicated in the regulation of feeding, emotional processing, and sleep in rodents [50]. And antagonists of melanin‐concentrating hormone receptor produce strong antidepressant and antianxiety effects in various models of depression and anxiety [47, 50, 51]. In addition, it has been reported that CSDS could shift renal circadian clock phase by affecting renal clock gene expression in male C57 BL/6 mice, and the detailed mechanism might be that stress and stress hormones could exert potent effects on peripheral clocks [52]. Indeed, the clock genes *Per1* and *Cry1* were up‐regulated by CSDS (data not shown), which might promote the activation of nuclear factor‐κB [53]. Therefore, CSDS exerts detrimental effects on the kidney through various mechanisms.

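Per1 (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960) rose from 2.98 ± 0.862 FPKM (SD, n = 6) in Ctrl to 12.2 ± 3.79 (SD, n = 5) in PBS. The log2 fold change was 2.06 (standard error 0.24, adjusted p = 0.000134 with edgeR), with 5 of 5 PBS mice above every Ctrl mouse (exact permutation test, p = 0.00216). The left-out mouse had 15.4 FPKM, and with it the log2 fold change was 2.11 (adjusted p = 8.76e-05). Cry1 (ENSMUSG00000020038, chromosome 10, 85131700 to 85185064) rose from 0.840 ± 0.230 (SD, n = 6) to 1.67 ± 0.310 FPKM (SD, n = 5), a log2 fold change of 1.00 (standard error 0.23, adjusted p = 0.0202), with 4 of 5 PBS mice above every Ctrl mouse (exact permutation test, p = 0.00649). The call of Cry1 was lost without Ctrl replicate 2 (0.0509), PBS replicate 1 (0.0522) or PBS replicate 4 (0.0517). In all 6 PBS mice together, with 1.31 FPKM in the left-out mouse, its log2 fold change was 0.94 (adjusted p = 0.0230). Across the alternatives the adjusted p ranged from 1.09e-15 to 0.000782 for Per1 and from 0.000977 to 0.0711 for Cry1. Both genes passed over all genes and adjusted over the list of this pair alone, which is not independent evidence because the study named them from these samples. The hour at which the mice were killed is not given in the sources used here.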

Fluoxetine treatment reversed CSDS‐induced depression‐like behaviors (Fig. 1B,C) and partially reversed the effects of CSDS on renal gene expression (Fig. 5A–E). It has been reported that immediate early genes are the most prominent transcripts modulated by FLX during the induction of depression in different animal models [54]. 

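In FLX the immediate early gene Nr4a3 was at 0.244 ± 0.137 FPKM (SD, n = 6), and its log2 fold change in FLX versus PBS was -2.84 (standard error 0.71, adjusted p = 0.0768 with edgeR). The groups overlapped, with 1 of 6 FLX mice below every PBS mouse (exact permutation test, p = 0.0736). The adjusted p was 0.0282 without PBS replicate 2 and 0.0483 without PBS replicate 3, the PBS mice with the lowest levels among the 5. With PBS replicate 6 included the log2 fold change was -2.63 (adjusted p = 0.104). Over the alternatives tried, the adjusted p ranged from 0.0113 with DESeq2 to 0.781 with FLX replicates 1 and 2 only. In FLX versus Ctrl the log2 fold change was 1.82 (adjusted p = 0.151). The list of 18 immediate early genes had a median of -0.99 in FLX versus PBS (camera, adjusted p = 0.000132), a call not held with an estimated correlation (adjusted p = 0.457) or with fry (adjusted p = 0.316). Without PBS replicate 1 its median was -0.44 (adjusted p = 0.146). For the full PBS group it was -0.97 (adjusted p = 0.000117). Over all genes 0 of the 18 genes passed in FLX versus PBS with edgeR, and 10 did adjusted over the list alone.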

In line with these observations, the up‐regulation of immediate early genes such as *Nr4a3* in the kidney of defeated male C57 BL/6 mice was reversed by FLX (Fig. 4A). Recently, a protective role of FLX against oxidative stress in the kidney has been revealed [55]. Accordingly, FLX treatment led to reduced expression of hemoglobin genes in the kidney of defeated male C57 BL/6 mice (Fig. 4A). Furthermore, FLX treatment reversed the aberrant expression of several inflammation‐related genes in the kidney of defeated male C57 BL/6 mice (Fig. 5E), which is consistent with the reported anti‐inflammatory role of FLX [56, 57].

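For FLX versus PBS, Hba-a1 fell to 24.6 ± 18.8 FPKM (SD, n = 6), a log2 fold change of -2.66 (standard error 0.80, adjusted p = 0.151 with edgeR), with 4 of 6 FLX mice below every PBS mouse (exact permutation test, p = 0.0346). Hba-a2, Hbb-bs and Hbb-bt fell by 2.77, 2.7 and 2.83 on the log2 scale (adjusted p = 0.142, 0.138 and 0.116). Over all 6 PBS mice the log2 fold changes of the 4 genes were between -2.60 and -2.43 (adjusted p = 0.159 to 0.196). With DESeq2 all 4 passed, with adjusted p values of 0.0393 for Hba-a1, 0.0461 for Hba-a2, 0.0361 for Hbb-bs and 0.0190 for Hbb-bt, the lowest of the alternatives, whose adjusted p values reached 0.781. As a list the genes had a median of -2.74 (camera, adjusted p = 1.70e-05), a call not held with an estimated correlation (adjusted p = 0.122) or with fry (adjusted p = 0.0723), and -2.50 over all 6 PBS mice (adjusted p = 0.000546). Over all genes 0 of the 4 passed with edgeR and 4 did adjusted over the list alone, which the study chose on these samples and which is not independent evidence.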

Fluoxetine treatment has been reported to reduce the levels of serum stress hormones such as cortisol and melanin‐concentrating hormone [57, 58, 59], which might alleviate the detrimental effects of CSDS on the kidney. On the contrary, kidney of male C57 BL/6 mice express tryptophan hydroxylase (Fig. 6B), the rate‐limiting enzyme in serotonin synthesis [28], so FLX treatment might lead to local serotonin accumulation. Importantly, the kidney of male C57 BL/6 mice express serotonin receptors. Therefore, locally accumulated serotonin can directly regulate gene expression in kidney tissues. Moreover, it has been demonstrated that FLX treatment can reverse chronic mild stress‐induced up‐regulation of *Mchr1* [49]. The present study shows that FLX treatment reversed CSDS‐induced up‐regulation of both *Prlr* and *Mchr1* (Fig. 6A). In addition, FLX treatment has been revealed to down‐regulated clock gene *Per1* [60]. Indeed, FLX treatment reversed CSDS‐induced up‐regulation of both *Per1* and *Cry1* (data not shown). Therefore, FLX treatment can alleviate the detrimental effects of depression through multiple mechanisms.

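Per1 fell to 5.40 ± 1.54 FPKM (SD, n = 6) in FLX, a log2 fold change of -1.28 in FLX versus PBS (standard error 0.24, adjusted p = 0.0171 with edgeR), with 6 of 6 FLX mice below every PBS mouse (exact permutation test, p = 0.00216). The call was lost without PBS replicate 4 (0.0582). Across the 6 PBS mice it was -1.33 (adjusted p = 0.0121). Cry1 was higher in FLX than in PBS, at 3.47 ± 1.24 FPKM (SD, n = 6), a log2 fold change of 0.95 (standard error 0.23, adjusted p = 0.0697), with 5 of 6 FLX mice above every PBS mouse (exact permutation test, p = 0.00649). In all 6 PBS mice together it was 1.01 (adjusted p = 0.0432). The adjusted p of Cry1 was 0.0439 without Ctrl replicate 3 and 0.0477 without FLX replicate 1. Across the alternatives it ranged from 0.00527 with DESeq2 to 0.818 with FLX replicates 1 and 2 only, for Per1 from 1.41e-05 to 0.542, and the direction of both genes held in each. In FLX versus Ctrl, Cry1 had a log2 fold change of 1.94 (standard error 0.23, adjusted p = 0.000256), with 6 of 6 FLX mice above every Ctrl mouse. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203), an output gene of the clock, was at 15.9 ± 5.07 (SD, n = 6) in Ctrl, 9.17 ± 7.98 (SD, n = 5) in PBS and 1.14 ± 0.355 FPKM (SD, n = 6) in FLX. Between FLX and PBS its log2 fold change was -3.12 (standard error 0.43, adjusted p = 0.00218), and -2.97 (adjusted p = 0.0107) with the left-out mouse, which had 3.89 FPKM. For PBS versus Ctrl it was -0.76 (adjusted p = 0.340), and -1.49 (adjusted p = 0.0151) without PBS replicate 4, which had 23.0 FPKM. Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) fell by 1.63 in FLX versus PBS (standard error 0.25, adjusted p = 0.00428), and by 2.10 (adjusted p = 0.0107) with the left-out mouse, which had 33.3 FPKM. Per1 and Cry1 as a list had a median of -0.17 in FLX versus PBS (camera, adjusted p = 0.473) because they moved apart, and -0.16 over all 6 PBS mice (adjusted p = 0.502). Over all genes 1 of the 2 passed, and both adjusted over the list alone, which is not independent evidence. The paper states that FLX reversed the rise of both genes, and concludes that FLX can relieve detrimental effects of depression through multiple mechanisms.

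**Figure D4:**
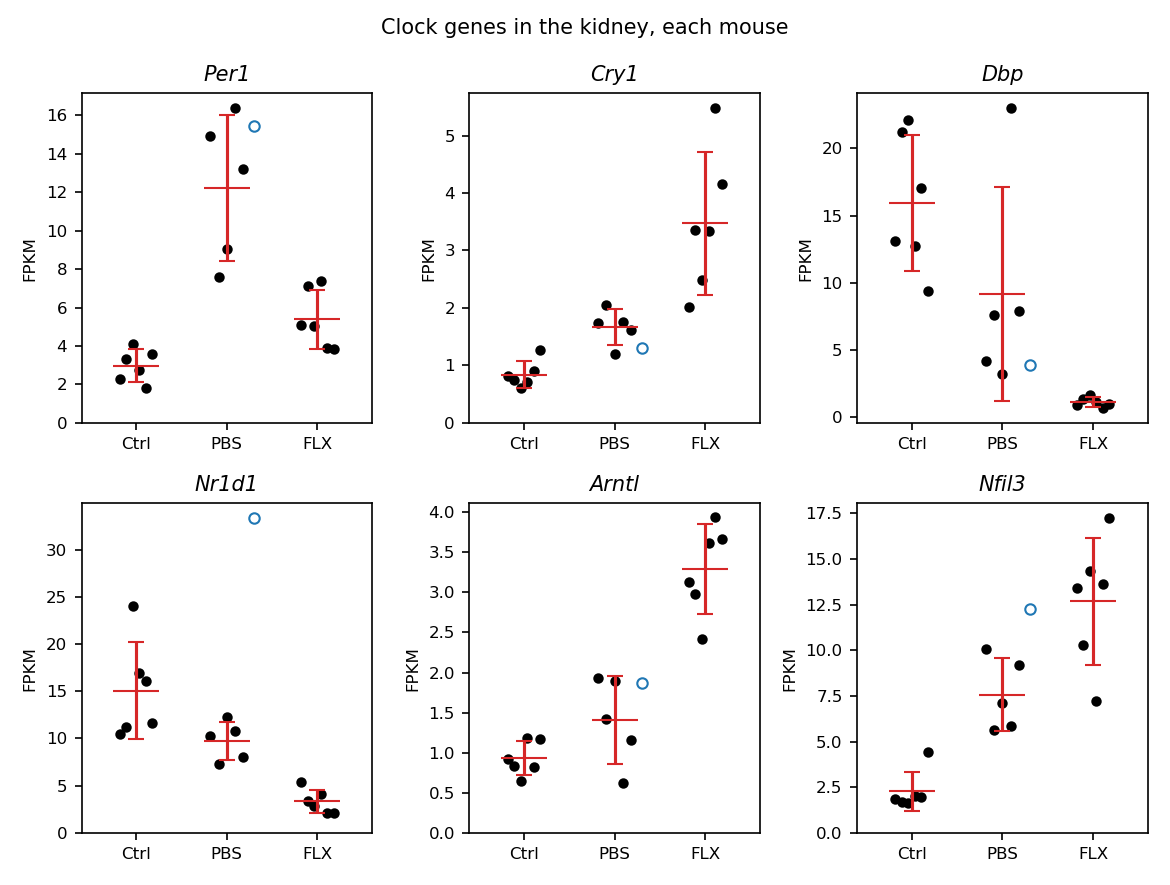
FPKM (vertical axes) of 6 clock genes in each mouse of the Ctrl, PBS and FLX groups (horizontal axes), with black points for the paper's mice, red bars for their mean and SD, and an open blue circle for the left-out PBS mouse. In every FLX mouse Per1 lies below the PBS mice, in 5 of 6 Cry1 lies above the paper's PBS mice, and Dbp lies below every Ctrl mouse.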

The present work has some limitations. First, the sample size for behavioral research is small. Since the CSDS model can cause resilience in a small portion of animals [29], it would be better if *n* ≥ 8. Second, even though the results of the behavior tests FST and SPT verified the facticity of depression, social avoidance, a classical manifestation of depression, and tail suspension test, another indicator of psychomotor retardation, should be assayed. Third, the CSDS model did not take gender effects into consideration. As is known to all, women are prone to be affected by depression than men, because chromosomal and environmental factors contribute to sex differences in vulnerability to depression [61]. Fourth, there is no stress‐free group receiving FLX. Although there is shared signature of FLX in stressed and naïve rodents, transcriptomic alterations after FLX treatment in naïve mice or in mice subjected to stress‐induced models of depression are quite different [54]. Even though FLX shows a well‐established safety profile [62], it might affect kidney potassium channels and perinatal kidney development [63, 64]. Without a stress‐free group receiving FLX, there is no way to adjudge how FLX might exert nephrotoxicity by affecting gene expression. Finally, ineluctable wounds during the CSDS process should be avoided, which might affect the results of inflammatory response.

Future studies should employ more rodent models of psychological stress and larger sample size to explore whether there are some differences in stress‐induced changes in the renal transcriptome between male and female rodents. The establishment of CSDS models in female mice by recent studies [65, 66] facilitates achieving these goals. Besides FLX, other antidepressants can be used to explore their potential application to alleviate kidney damage while improving mood. It is important to include a stress‐free group receiving the corresponding antidepressant(s). The corresponding findings can incite clinical translational research, for example, a randomized controlled trial about an antidepressant in CKD patients. Furthermore, the present study has identified many differentially expressed genes and enriched pathways, their roles in kidney function and the molecular mechanisms underlying their dynamic expression remain to be explored.

## Conclusion

In this work, we propose that chronic psychosocial stress induces inflammatory changes in the kidney, and this could be reversed partially by FLX treatment. The detrimental effects of chronic psychosocial stress might persist and eventually aggravate acute kidney injury or accelerate CKD progression. Antidepressants can be used to alleviate kidney damage while improving mood.

## Conflict of interest

The authors declare no conflict of interest.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/2211‐5463.13670.

## Author contributions

HJ and JZ conceived and designed the project. GX, YL, CN, XZ, JC, XY, and QC acquired the data. YL, TK, JZ, and JD analyzed and interpreted the data. YL, JZ, and JD wrote the original draft. All authors discussed the results and approved the final manuscript.

## Data Availability

Bulk RNA‐sequencing data that support the findings in this study are openly available in NCBI's Gene Expression Omnibus and are accessible through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207710, GEO Series accession number [GSE207710], reviewer token cdydeuwuflwblgx.

## References

[1] World Health Organization (2022) World mental health report: transforming mental health for all. Available at: https://www.who.int/publications/i/item/9789240049338.

[2] GDB (2019) Mental disorders collaborators (2022) global, regional, and national burden of 12 mental disorders in 204 countries and territories, 1990‐2019: a systematic analysis for the global burden of disease study 2019. Lancet Psychiatry 9, 137–150.10.1016/S2215-0366(21)00395-3PMC877656335026139

[3] Smith K (2014) Mental health: a world of depression. Nature 515, 181.2539194210.1038/515180a

[4] Wang H , He Y , Sun Z , Ren S , Liu M , Wang G and Yang J (2022) Microglia in depression: an overview of microglia in the pathogenesis and treatment of depression. J Neuroinflammation 19, 132.3566839910.1186/s12974-022-02492-0PMC9168645

[5] Hersey M , Hashemi P and Reagan LP (2022) Integrating the monoamine and cytokine hypotheses of depression: is histamine the missing link? Eur J Neurosci 55, 2895–2911.3426586810.1111/ejn.15392

[6] Dhabhar FS (2014) Effects of stress on immune function: the good, the bad, and the beautiful. Immunol Res 58, 193–210.2479855310.1007/s12026-014-8517-0

[7] Furman D , Campisi J , Verdin E , Carrera‐Bastos P , Tang S , Franceschi C , Ferrucci L , Gilroy DW , Fasano A , Miller GW *et al*. (2019) Chronic inflammation in the etiology of disease across the life span. Nat Med 25, 1822–1832.3180690510.1038/s41591-019-0675-0PMC7147972

[8] Vahid‐Ansari F and Albert PR (2021) Rewiring of the serotonin system in major depression. Front Psych 12, 802581.10.3389/fpsyt.2021.802581PMC871679134975594

[9] Fluyau D , Mitra P , Jain A , Kailasam VK and Pierre CG (2022) Selective serotonin reuptake inhibitors in the treatment of depression, anxiety, and post‐traumatic stress disorder in substance use disorders: a Bayesian meta‐analysis. Eur J Clin Pharmacol 78, 931–942.3524669910.1007/s00228-022-03303-4

[10] Kryst J , Majcher‐Maslanka I and Chocyk A (2022) Effects of chronic fluoxetine treatment on anxiety‐ and depressive‐like behaviors in adolescent rodents‐systematic review and meta‐analysis. Pharmacol Rep 74, 920–946.3615144510.1007/s43440-022-00420-wPMC9584991

[11] Shoham DA , Vupputuri S , Diez Roux A , Kaufman JS , Coresh J , Kshirsagar A , Zeng D and Heiss G (2007) Kidney disease in life‐course socioeconomic context: the atherosclerosis risk in communities (ARIC) study. Am J Kidney Dis 49, 217–226.1726142410.1053/j.ajkd.2006.11.031

[12] Bruce MA , Beech BM , Crook ED , Sims M , Wyatt SB , Flessner MF , Taylor HA , Williams DR , Akylbekova EL and Ikizler TA (2010) Association of socioeconomic status and CKD among African Americans: the Jackson heart study. Am J Kidney Dis 55, 1001–1008.2038122310.1053/j.ajkd.2010.01.016PMC2876216

[13] Crews DC , Charles RF , Evans MK , Zonderman AB and Powe NR (2010) Poverty, race, and CKD in a racially and socioeconomically diverse urban population. Am J Kidney Dis 55, 992–1000.2020745710.1053/j.ajkd.2009.12.032PMC2876201

[14] Beydoun MA , Poggi‐Burke A , Zonderman AB , Rostant OS , Evans MK and Crews DC (2017) Perceived discrimination and longitudinal change in kidney function among urban adults. Psychosom Med 79, 824–834.2844521010.1097/PSY.0000000000000478PMC5595064

[15] Lunyera J , Davenport CA , Bhavsar NA , Sims M , Scialla J , Pendergast J , Hall R , Tyson CC , Clair Russell J , Wang W *et al*. (2018) Nondepressive psychosocial factors and CKD outcomes in black Americans. Clin J Am Soc Nephrol 13, 213–222.2929876110.2215/CJN.06430617PMC5967427

[16] Adjei DN , Stronks K , Adu D , Beune E , Meeks K , Smeeth L , Addo J , Owusu‐Dabo E , Klipstein‐Grobusch K , Mockenhaupt F *et al*. (2019) Cross‐sectional study of association between psychosocial stressors with chronic kidney disease among migrant and non‐migrant Ghanaians living in Europe and Ghana: the RODAM study. BMJ Open 9, e017931.10.1136/bmjopen-2018-027931PMC668869531375611

[17] Lunyera J , Stanifer JW , Davenport CA , Mohottige D , Bhavsar NA , Scialla JJ , Pendergast J , Boulware LE and Diamantidis CJ (2020) Life course socioeconomic status, allostatic load, and kidney health in black Americans. Clin J Am Soc Nephrol 15, 341–348.3207580810.2215/CJN.08430719PMC7057315

[18] Glover LM , Butler‐Williams C , Cain‐Shields L , Forde AT , Purnell TS , Young B and Sims M (2020) Optimism is associated with chronic kidney disease and rapid kidney function decline among African Americans in the Jackson heart study. J Psychosom Res 139, 110267.3306905010.1016/j.jpsychores.2020.110267PMC7722009

[19] Kim JY , Joo YS , Jhee JH , Han SH , Yoo TH , Kang SW and Park JT (2021) Effect of psychosocial distress on the rate of kidney function decline. J Gen Intern Med 36, 2966–2974.3346975610.1007/s11606-020-06573-9PMC8481510

[20] Su G , Song H , Lanka V , Liu X , Fang F , Valdimarsdóttir UA and Carrero JJ (2021) Stress related disorders and the risk of kidney disease. Kidney Int Rep 6, 706–715.3373298510.1016/j.ekir.2020.12.032PMC7938078

[21] Cain‐Shields L , Glover L , Young B and Sims M (2021) Association between goal‐striving stress and rapid kidney function decline among African Americans: the Jackson heart study. J Invest Med 69, 382–387.10.1136/jim-2020-001510PMC805728133335024

[22] Koga K , Hara M , Shimanoe C , Nishida Y , Furukawa T , Iwasaka C , Tanaka K , Otonari J , Ikezaki H , Kubo Y *et al*. (2022) Association of perceived stress and coping strategies with the renal function in middle‐aged and older Japanese men and women. Sci Rep 12, 291.3499712810.1038/s41598-021-04324-2PMC8742036

[23] de Souza DB , Silva D , Silva CMC , Sampaio FJB , Costa WS and Cortez CM (2011) Effects of immobilization stress on kidneys of Wistar male rats: a morphometrical and stereological analysis. Kidney Blood Press Res 34, 424–429.2170942310.1159/000328331

[24] Henry JP , Meehan WP and Stephens PM (1982) Role of subordination in nephritis of socially stressed mice. Contrib Nephrol 30, 38–42.612631610.1159/000406416

[25] Aqel SI , Hampton JM , Bruss M , Jones KT , Valiente GR , Wu LC , Young MC , Willis WL , Ardoin S , Agarwal S *et al*. (2017) Daily moderate exercise is beneficial and social stress is detrimental to disease pathology in murine lupus nephritis. Front Physiol 8, 236.2849103910.3389/fphys.2017.00236PMC5405126

[26] Pedreanez A , Arcaya JL , Carrizo E , Rincon J , Viera N , Pena C , Vargas R and Mosquera J (2011) Experimental depression induces renal oxidative stress in rats. Physiol Behav 104, 1002–1009.2174198210.1016/j.physbeh.2011.06.021

[27] Terzioglu‐Usak S , Elibol B , Dalli T , Guler C and Aysan E (2018) Effect of restraint stress on plasma PTH concentration and its molecular targets expressions in Wistar rats. Int J Endocrinol Metab 16, e66979.3046477410.5812/ijem.66979PMC6216602

[28] Chen Y , Xu H , Zhu M , Liu K , Lin B , Luo R , Chen C and Li M (2017) Stress inhibits tryptophan hydroxylase expression in a rat model of depression. Oncotarget 8, 63247–63257.2896898510.18632/oncotarget.18780PMC5609917

[29] Golden SA , Covington HE 3rd , Berton O and Russo SJ (2011) A standardized protocol for repeated social defeat stress in mice. Nat Protoc 6, 1183–1191.2179948710.1038/nprot.2011.361PMC3220278

[30] Dulawa SC , Holick KA , Gundersen B and Hen R (2004) Effects of chronic fluoxetine in animal models of anxiety and depression. Neuropsychopharmacology 29, 1321–1330.1508508510.1038/sj.npp.1300433

[31] Cordner ZA , Khambadkone SG , Zhu S , Bai J , Forti RR , Goodman E , Tamashiro KLK and Ross CA (2021) Ankyrin‐G heterozygous knockout mice display increased sensitivity to social defeat stress. Complex Psychiatry 7, 71–79.3592829910.1159/000518819PMC8740233

[32] Can A , Dao DT , Arad M , Terrillion CE , Piantadosi SC and Gould TD (2012) The mouse forced swim test. J Vis Exp 59, e3638.10.3791/3638PMC335351322314943

[33] Chen S , Zhou Y , Chen Y and Gu J (2018) Fastp: an ultra‐fast all‐in‐one FASTQ preprocessor. Bioinformatics 34, i884–i890.3042308610.1093/bioinformatics/bty560PMC6129281

[34] Zhang Y , Park C , Bennett C , Thornton M and Kim D (2021) Rapid and accurate alignment of nucleotide conversion sequencing reads with HISAT‐3N. Genome Res 31, 1290–1295.3410333110.1101/gr.275193.120PMC8256862

[35] Subramanian A , Tamayo P , Mootha VK , Mukherjee S , Ebert BL , Gillette MA , Paulovich A , Pomeroy SL , Golub TR , Lander ES *et al*. (2005) Gene set enrichment analysis: a knowledge‐based approach for interpreting genome‐wide expression profiles. Proc Natl Acad Sci USA 102, 15545–15550.1619951710.1073/pnas.0506580102PMC1239896

[36] Yu G , Wang LG , Han Y and He QY (2012) clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS 16, 284–287.2245546310.1089/omi.2011.0118PMC3339379

[37] Liberzon A , Subramanian A , Pinchback R , Thorvaldsdottir H , Tamayo P and Mesirov JP (2011) Molecular signatures database (MSigDB) 3.0. Bioinformatics 27, 1739–1740.2154639310.1093/bioinformatics/btr260PMC3106198

[38] Reshetnikov VV , Kisaretova PE and Bondar NP (2022) Transcriptome alterations caused by social defeat stress of various durations in mice and its relevance to depression and posttraumatic stress disorder in humans: a meta‐analysis. Int J Mol Sci 23, 13792.3643027110.3390/ijms232213792PMC9698544

[39] Vennin C , Hewel C , Todorov H , Wendelmuth M , Radyushkin K , Heimbach A , Horenko I , Ayash S , Muller MB , Schweiger S *et al*. (2022) A resilience related glial‐neurovascular network is transcriptionally activated after chronic social defeat in male mice. Cell 11, 3405.10.3390/cells11213405PMC965577936359800

[40] Cabezas R , Baez‐Jurado E , Hidalgo‐Lanussa O , Echeverria V , Ashrad GM , Sahebkar A and Barreto GE (2019) Growth factors and neuroglobin in astrocyte protection against neurodegeneration and oxidative stress. Mol Neurobiol 56, 2339–2351.2998298510.1007/s12035-018-1203-9

[41] Tesch G , Sourris KC , Summers SA , McCarthy D , Ward MS , Borg DJ , Gallo LA , Fotheringham AK , Pettit AR , Yap FYT *et al*. (2014) Deletion of bone‐marrow‐derived receptor for AGEs (RAGE) improves renal function in an experimental mouse model of diabetes. Diabetologia 57, 1977–1985.2495766210.1007/s00125-014-3291-z

[42] Ramos MV , Auvynet C , Poupel L , Rodero M , Mejias MP , Panek CA , Vanzulli S , Combadiere C and Palermo M (2012) Chemokine receptor CCR1 disruption limits renal damage in a murine model of hemolytic uremic syndrome. Am J Pathol 180, 1040–1048.2220305510.1016/j.ajpath.2011.11.011

[43] Schwalm S , Pfeilschifter J and Huwiler A (2014) Targeting the sphingosine kinase/sphingosine 1‐phosphate pathway to treat chronic inflammatory kidney diseases. Basic Clin Pharmacol Toxicol 114, 44–49.2378992410.1111/bcpt.12103

[44] Tang H , Yang M , Liu Y , Liu H , Sun L and Song P (2021) The CXCL1‐CXCR2 axis mediates tubular injury in diabetic nephropathy through the regulation of the inflammatory response. Front Physiol 12, 782677.3497553710.3389/fphys.2021.782677PMC8716832

[45] Deng Z , Jing Z , Guo Y , Ma J , Yan H , Shi Z , Deng H , Liang Y , Wang S , Cui Z *et al*. (2021) Expression of immunoglobulin G in human proximal tubular epithelial cells. Mol Med Rep 23, 327.3376013910.3892/mmr.2021.11966PMC7974459

[46] Faron‐Górecka A , Kuśmider M , Kolasa M , Zurawek D , Gruca P , Papp M , Szafran K , Solich J , Pabian P , Romańska I *et al*. (2014) Prolactin and its receptors in the chronic mild stress rat model of depression. Brain Res 1555, 48–59.2450828610.1016/j.brainres.2014.01.031

[47] Roy M , David N , Cueva M and Giorgetti M (2007) A study of the involvement of melanin‐concentrating hormone receptor 1 (MCHR1) in murine models of depression. Biol Psychiatry 61, 174–180.1693477110.1016/j.biopsych.2006.03.076

[48] Wu W , Sun M , Zhang HP , Chen T , Wu R , Liu C , Yang G , Geng XR , Feng BS , Liu Z *et al*. (2014) Prolactin mediates psychological stress‐induced dysfunction of regulatory T cells to facilitate intestinal inflammation. Gut 63, 1883–1892.2455037110.1136/gutjnl-2013-306083PMC4251191

[49] Leung YT , Maurer K , Song L , Convissar J and Sullivan KE (2020) Prolactin activates IRF1 and leads to altered balance of histone acetylation: implications for systemic lupus erythematosus. Mol Rheumatol 20, 532–543.10.1080/14397595.2019.162099931104557

[50] Kim TK , Kim JE , Park JY , Lee JE , Choi J , Kim H , Lee EH , Kim SW , Lee JK , Kang HS *et al*. (2015) Antidepressant effects of exercise are produced via suppression of hypocretin/orexin and melanin‐concentrating hormone in the basolateral amygdala. Neurobiol Dis 79, 59–69.2591776210.1016/j.nbd.2015.04.004

[51] Hamamoto A , Yamato S , Katoh Y , Nakayama K , Yoshimura K , Takeda S , Kobayashi Y and Saito Y (2016) Modulation of primary cilia length by melanin‐concentrating hormone receptor 1. Cell Signal 28, 572–584.2694617310.1016/j.cellsig.2016.02.018

[52] Kong X , Ota SM , Suchecki D , Lan A , Peereboom AI , Hut RA and Meerlo P (2022) Chronic social defeat stress shifts peripheral circadian clocks in male mice in a tissue‐specific and time‐of‐day dependent fashion. J Biol Rhythms 37, 164–176.3499423610.1177/07487304211065336

[53] Liu L , Pang XL , Shang WJ , Xie HC , Wang JX and Feng GW (2018) Over‐expressed microRNA‐181a reduces glomerular sclerosis and renal tubular epithelial injury in rats with chronic kidney disease via down‐regulation of the TLR/NF‐κB pathway by binding to CRY1. Mol Med 24, 49.3024146110.1186/s10020-018-0045-2PMC6145098

[54] Ibrahim EC , Gorgievski V , Ortiz‐Teba P , Belzeaux R , Turecki G , Sibille E , Charbonnier G and Tzavara ET (2022) Transcriptomic studies of antidepressant action in rodent models of depression: a first meta‐analysis study. Int J Mol Sci 23, 13543.3636232910.3390/ijms232113543PMC9654684

[55] Qin Z , Wang H , Dou Q , Xu L , Xu Z and Jia R (2022) Protective effect of fluoxetine against oxidative stress induced by renal ischemia‐reperfusion injury via the regulation of miR‐450b‐5p/Nrf2 axis. Aging 14, doi: 10.18632/aging.204289 PMC1078150236126189

[56] Liu D , Wang Z , Liu S , Wang F , Zhao S and Hao A (2011) Anti‐inflammatory effects of fluoxetine in lipopolysaccharide(LPS)‐stimulated microglial cells. Neuropharmacology 61, 592–599.2157564710.1016/j.neuropharm.2011.04.033

[57] Jazayeri S , Keshavarz SA , Tehrani‐Doost M , Djalali M , Hosseini M , Amini H , Chamari M and Djazayery A (2010) Effects of eicosapentaenoic acid and fluoxetine on plasma cortisol, serum interleukin‐1beta and interleukin‐6 concentrations in patients with major depressive disorder. Psychiatry Res 178, 112–115.2046643710.1016/j.psychres.2009.04.013

[58] Jorgensen H , Kjaer A , Warberg J and Knigge U (2001) Differential effect of serotonin 5‐HT(1A) receptor antagonists on the secretion of corticotropin and prolactin. Neuroendocrinology 73, 322–333.1139990510.1159/000054649

[59] Calegare BF , Costa A , Fernandes L , Dias AL , Torterolo P and D'Almeida V (2016) Subchronical treatment with fluoxetine modifies the activity of the MCHergic and hypocretinergic systems. Evidences from peptide CSF concentration and gene expression. Sleep Sci 9, 89–93.2765627210.1016/j.slsci.2016.05.010PMC5022008

[60] Cuesta M , Clesse D , Pévet P and Challet E (2009) New light on the serotonergic paradox in the rat ciecadian system. J Neurochem 110, 231–243.1945713110.1111/j.1471-4159.2009.06128.x

[61] Pallier PN , Ferrara M , Romagnolo F , Ferretti MT , Soreq H and Cerase A (2022) Chromosomal and environmental contributions to sex differences in the vulnerability to neurological and neuropsychiatric disorders: implications for therapeutic interventions. Prog Neurobiol 219, 102353.3610019110.1016/j.pneurobio.2022.102353

[62] Kauffman K , Dolata J , Figueroa M , Gunzler D , Huml A , Pencak J , Sajatovic M and Sehgal AR (2022) Directly observed weekly fluoxetine for major depressive disorder among hemodialysis patients: a single‐arm feasibility trial. Kidney Med 4, 100413.3538660610.1016/j.xkme.2022.100413PMC8978139

[63] Vieira‐Coelho MA and Martel F (2023) Inhibition of kidney potassium channels by fluoxetine: in vivo and in vitro studies. Fundam Clin Pharmacol 37, 226–234.3610399510.1111/fcp.12833

[64] Ghavamabadi RT , Taghipour Z , Hassanipour M , Khademi M and Shariati M (2018) Effect of maternal fluoxetine exposure on lung, heart, and kidney development in rat neonates. Iran J Basic Med Sci 21, 417–421.2979622710.22038/IJBMS.2018.27203.6650PMC5960760

[65] Harris AZ , Atsak P , Bretton ZH , Holt ES , Alam R , Morton MP , Abbas AI , Leonardo ED , Bolkan SS , Hen R *et al*. (2018) A novel method for chronic social defeat stress in female mice. Neuropsychopharmacology 43, 1276–1283.2909068210.1038/npp.2017.259PMC5916350

[66] Yohn CN , Dieterich A , Bazer AS , Maita I , Giedraitis M and Samuels BA (2019) Chronic non‐discriminatory social defeat is an effective chronic stress paradigm for both male and female mice. Neuropsychopharmacology 44, 2220–2229.3149376710.1038/s41386-019-0520-7PMC6898575

How the deposited data were processed for this re-analysis (not part of the article)

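Right kidneys of 18 male C57BL/6 mice were measured by bulk RNA sequencing, 6 each of the Ctrl group (not defeated), the PBS group (chronic social defeat stress, CSDS, with phosphate-buffered saline) and the FLX group (CSDS with fluoxetine). The authors sequenced poly(A) RNA as read pairs, cleaned reads with fastp, aligned them to GRCm38 with HISAT-3N, and assembled and merged transcripts with StringTie and gffcompare. FPKM values were made by the authors with StringTie and deposited per gene and mouse. The estimated counts were also deposited by the authors as whole numbers per gene and mouse, and the tool that made them is not given in the sources used here. The paper gives one-way ANOVA with Dunnett's post hoc analysis for quantitative variables, and whether its p values for single genes of the sequencing data come from it is not given in the sources used here. This test was not run here.

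The deposited table holds 32675 genes, 432 of them at 0 in all mice. Of their identifiers 32562 are in GENCODE vM21, and 29644 (90.7%) have the same start and end there. A median of 720 genes per mouse held 4 counts, against 484.5 with 3 and 268 with 5, and a median of 350 held 8 counts, against 327.5 with 7 and 213 with 9, so that 1 fragment appears to stand for about 4 counts. Counts were used as deposited, and dividing them by 4 was tried as an alternative. Total counts per mouse were 72149987 to 79061296 in 14 mice and 48928823 to 52073640 in FLX replicates 3 to 6, so a gene at the same level has fewer counts in these 4 mice.

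The deleted PBS mouse was identified from the cell colours of the paper's heatmaps, which were matched with deposited FPKM for each possible omission. The rule fixed beforehand did not say whether columns stand in replicate order or in any order, and replicate order was chosen after seeing the values. In replicate order the margin between the best and the next omission was 0.291 (Fig. 3A, 50 genes), 0.118 (Fig. 4A, 49 genes) and 0.183 (Fig. 5E, 9 genes). In any order it was 0.0594, 0.100 and 0.0139, the last below the margin of 0.05 set for the rule. Fig. 6A (12 genes), which the rule did not name, gave 0.155 and 0.0824. On the FPKM scale every figure pointed to PBS replicate 6 in both orders. On log2(FPKM + 0.1) every figure did so in replicate order, but in any order Fig. 5E pointed to PBS replicate 3 (r = 0.9230, against 0.8941 for PBS replicate 6), and the other figures to PBS replicate 6. The Fig. 5E row named Cxcl1, which does not match the deposited Cxcl1 values, was kept in these matches. Values are given over the paper's mice (6 Ctrl, 5 PBS, 6 FLX) and over all 6 PBS mice.

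Groups were compared with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, which left 20251, totals were scaled by TMM, and a quasi-likelihood model was fitted over the 3 groups. The 3 comparisons are PBS versus Ctrl, FLX versus PBS and FLX versus Ctrl, and p values, all two-sided, were adjusted by the Benjamini-Hochberg method over all genes of a comparison. The paper's threshold, an absolute log2 fold change over 1 with an unadjusted p under 0.05, was applied for comparison with its counts. Single genes were also compared by an exact two-sided permutation test of the difference in mean log2(FPKM + 0.1). Named genes are those of the paper's text and figures and the 5 largest rises and falls of each comparison among genes that passed adjustment with groups that do not overlap. Cxcl16 and Epo were added after their values had been seen. A named gene, and the test of the gene list that holds it, are not reported here.

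Gene lists (19, of which 18 were tested) and 19 GO terms named by the paper (17 tested) were compared with limma 3.58.1 by camera with a preset correlation of 0.01, and again by camera with an estimated correlation and by fry. The lists are those of the paper's figures and lists of neutrophil, macrophage, acute phase, immediate early, glucocorticoid-induced, clock, brown fat, adipocyte, adrenal, erythroid, male-biased, female-biased and tubule injury genes, chosen from general knowledge before the values were seen but after the paper's heatmaps. They were therefore also tested without genes that the figures show. The pancreas list was not tested, since 1 of its genes passed the filter. GO terms were taken from the deposited table, and GSEA with MSigDB sets was not repeated. Shared genes were tested for terms by a one-sided hypergeometric test.

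The alternatives tried were limma on log2 FPKM with an added 0.1, 1 or 0.01, genes with a mean count of at least 50, no filter on low counts, only the 2 groups compared, all 6 PBS mice, a replicate block, upper-quartile scaling, limma's voom on counts with quality weights, a robust variance prior, fold changes from FPKM, adipocyte genes as covariate, and DESeq2 1.42.0. The quality weights were set per group, so that no single mouse was given less weight than others of its group. Every mouse was left out in turn. Chosen after seeing the data were counts divided by 4, libraries thinned to 1 total, FLX replicates 1 and 2 only and FLX replicates 3 to 6 only. Lists were not run with DESeq2 or with fold changes from FPKM. The test was tried on simulated data with 200 changed genes, of which it recovered 77.5% in PBS versus Ctrl, 71.5% in FLX versus PBS and 79.5% in FLX versus Ctrl, with 3.12%, 5.30% and 7.02% false calls among its calls. At the paper's threshold, 212, 243 and 207 unchanged genes passed in these simulations. Group labels were exchanged in 100 of 462 possible splits per comparison, the real one included. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Behavioural and histological measurements were not analysed here.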

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

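The tests of the hour of killing and of adjusted counts in other splits were chosen after the results were seen, and that of changed-gene counts in other splits before.

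Of 99 groups of mice tested for a value far from the others of its group, 5 had one, and 4.95 are expected by chance. Nr4a3 in FLX replicate 6 was the lowest of its group, with a gap of 0.684 of the group's range. The clock list was highest in Ctrl replicate 3 (0.631 of the range), the immediate_early list in FLX replicate 4 (0.640) and the injury list in FLX replicate 4 (0.719), and the inflammation_fig5e list was lowest in Ctrl replicate 5 (0.672). No technical or biological explanation was tested for these single mice, and the number found is the number that chance gives. Without FLX replicate 4 the injury list had a median log2 fold change of 0.30 in FLX versus Ctrl (adjusted p = 0.0686), against 0.64 (adjusted p = 0.00283) with it, and over the alternatives its adjusted p reached 0.275.

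The paper gives no number of changed genes for FLX versus Ctrl. In that comparison 454 genes changed at the paper's threshold, 246 up and 208 down, and 744 passed at an adjusted p under 0.05, of which 371 had groups that do not overlap. Of all 20251 genes tested, 688 had such groups (chance gives 0.217% of genes). Of 100 splits of these mice, drawn from 462 possible ones, 1, the real one, gave as many genes at the paper's threshold. At an adjusted p under 0.05, 1 gave as many. A random split of the mice is therefore unlikely as the source. The 744 genes became 3099 without Ctrl replicate 3. They became 271 without Ctrl replicate 5, 281 without Ctrl replicate 2, 303 without FLX replicate 5, 355 without Ctrl replicate 1, 442 without Ctrl replicate 6, 443 without FLX replicate 6, 455 without Ctrl replicate 4, 459 without FLX replicate 1 and 470 without FLX replicate 2. Genes with large changes were Nfil3 (2.40, adjusted p = 0.000147), Dbp (-3.88, adjusted p = 0.000147), Igfbp1 (-2.94, adjusted p = 0.00101), Zbtb16 (2.18, adjusted p = 0.00552) and Mmp3 (3.49, adjusted p = 0.00596). Dbp was -0.76 in PBS versus Ctrl (adjusted p = 0.340) and -3.12 in FLX versus PBS (adjusted p = 0.00218), which goes against an effect of stress that FLX did not undo as the whole source of its fall. Without PBS replicate 4, which had 23.0 FPKM, Dbp was also lower in PBS versus Ctrl (adjusted p = 0.0151). A part of its fall from such an effect of stress therefore stays open. Nfil3 and Zbtb16 were already higher in PBS versus Ctrl (1.74 and 3.04, adjusted p = 0.000965 and 0.000332) and passed under no alternative in FLX versus PBS (lowest 0.131 and 0.177). This goes with such an effect of stress, or with an effect of daily injection. Over all genes, an effect of stress that FLX did not undo, daily injection, an effect of FLX itself and the hour of killing stay open. The paper describes injections for the PBS and FLX groups and only handling for the Ctrl group. The hour cannot be told apart from treatment, because Dbp lay below every Ctrl mouse in 6 of 6 FLX mice and the hour is not given in the sources used here.

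PBS replicate 6, the mouse that the paper deleted, had 22.1 FPKM of S100a8 and 49.2 FPKM of Lcn2, against at most 7.65 and 4.42 in the other PBS mice. The list scores of this mouse, as log2 deviations, were 3.74 for injury, 3.09 for neutrophil, 2.36 for glucocorticoid and -3.30 for male_biased genes. Its totals were like those of the other PBS mice. Kidney injury, infection and a fault of sampling were not tested, and 1 mouse cannot tell them apart.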

How the results depend on the processing

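Counts divided by 4, libraries thinned to 1 total and the subsets of FLX mice were chosen after seeing the data, and the other alternatives before the data were examined.

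The number of changed genes, 664 in PBS versus Ctrl, 384 in FLX versus PBS and 454 in FLX versus Ctrl, stayed within 1.5 times under 14, 13 and 13 of 18 alternatives. With limma on log2(FPKM + 1) it was 90, 58 and 35, and with limma on log2(FPKM + 0.1) 423 and 282 in PBS versus Ctrl and FLX versus Ctrl. With a mean count of at least 50 it was 352, 181 and 214, since fewer genes are tested, and with no filter 1977, 1651 and 2061, since more are. DESeq2 gave 595 in FLX versus PBS and 723 in FLX versus Ctrl, and counts divided by 4 gave 249 in FLX versus PBS. Where no reason is given, the cause was not tested. Leaving out 1 mouse gave 592 (without Ctrl replicate 2) to 818 (without PBS replicate 3), 353 (without PBS replicate 4) to 545 (without PBS replicate 5) and 384 (without FLX replicate 5) to 522 (without FLX replicate 6).

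Numbers at an adjusted p under 0.05, 772, 147 and 744, stayed within 1.5 times under 13, 8 and 7 of 17 alternatives. For PBS versus Ctrl the others were 496 with only the 2 groups compared, 401 with adipocyte genes as covariate and 1483 with DESeq2. For FLX versus PBS they were 278, 256 and 266 with limma on FPKM plus 0.1, 1 and 0.01, 88 without a filter, 95 with only the 2 groups compared and 512 with DESeq2, and in FLX versus Ctrl 1226, 1239 and 1196 with limma, 378 without a filter, 354 with all 6 PBS mice, 243 with the covariate and 1653 with DESeq2. FLX replicates 3 to 6 only gave 38 and 179. FLX replicates 1 and 2 only gave 0 in FLX versus PBS (edgeR, 530 at the paper's threshold, no other tool run) and 4 in FLX versus Ctrl, with 2 mice in the group. Leaving out 1 mouse gave 388 (without PBS replicate 1) to 1662 (without Ctrl replicate 3), 47 (without PBS replicate 4) to 250 (without Ctrl replicate 3) and 271 (without Ctrl replicate 5) to 3099 (without Ctrl replicate 3).

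With a replicate block, as if mice of 1 number were paired, 419, 67 and 258 genes passed. Mice of the same number had correlations over 0.1 in 0 of 5, 1 of 5 and 1 of 6 pairs, so that the numbers do not pair the mice, and values with the block are given here only.

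The 111 genes down in PBS and up in FLX became 50 and 7 with limma on log2(FPKM + 0.1) and log2(FPKM + 1), 40 with a mean count of at least 50, 284 without a filter, 71 with only the 2 groups compared and 60 with counts divided by 4. The 71 genes up in PBS and down in FLX became 16 with limma on log2(FPKM + 1), 273 without a filter and 134 with all 6 PBS mice. Leaving out 1 mouse gave 94 (without Ctrl replicate 2) to 171 (without PBS replicate 5) and 50 (without PBS replicate 4) to 112 (without FLX replicate 5). The correlation of the 2 comparisons, -0.521, was -0.345 with FLX replicates 1 and 2 only and -0.395 with FLX replicates 3 to 6 only, and -0.603 (without PBS replicate 5) to -0.470 (without FLX replicate 1) with 1 mouse left out.

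Over 183 results for single genes, 5748 of 6112 comparisons kept direction and side of the threshold, 293 lost a call, 70 gained one and 1 reversed: Serpina7 in PBS versus Ctrl was 0.30 with all 6 PBS mice (adjusted p = 0.924, the highest of its alternatives, the lowest being 0.0286), because of the level of the left-out mouse. Over 54 results for gene lists, 1784 of 1914 comparisons kept both, 82 lost a call, 47 gained one and 1 reversed: the adipocyte list in FLX versus Ctrl was -0.15 with adipocyte genes as covariate (adjusted p = 0.425, its alternatives ranging from 0.00129 to 0.519), which removes the list's own signal by construction. Depth limits genes with few counts most, since FLX replicates 3 to 6 have lower totals, but with all libraries thinned to 1 total 642, 375 and 424 genes changed. Thinning drew single counts and not fragments, so it adds less noise to such genes than lower depth would.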

Differences from the paper's values

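The alternatives named here were set before the data were examined, apart from counts divided by 4, which was chosen after seeing the values.

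For S100a8 in PBS versus Ctrl the paper gives P = 0.0001, and the unadjusted edgeR value was 0.000388. It came within 1.5 times with limma on log2(FPKM + 0.1) (0.000114) and with all 6 PBS mice (9.63e-05), and in none of the other 12 of 14 alternatives. For S100a9 in FLX versus PBS the paper gives P = 0.0041, against 0.00139, and limma on log2(FPKM + 0.01) (0.00469) and only the 2 groups compared (0.00456) came within 1.5 times, the other 12 alternatives not. For Ccr1 the paper gives P = 0.0027 in PBS versus Ctrl, against 0.00589, and P = 0.0065 in FLX versus PBS, against 0.0163. DESeq2 came within 1.5 times in both (0.00216 and 0.0091), all 6 PBS mice in the latter (0.00465), and no other alternative did. For Mchr1 in FLX versus PBS the paper gives P = 0.0001, against 0.00244, and none of the 14 alternatives came within 1.5 times. The paper gives bounds below 0.0001 for S100a8 in FLX versus PBS, S100a9 in PBS versus Ctrl, Sphk1 in PBS versus Ctrl and Prlr in FLX versus PBS, where edgeR gave 0.000244, 0.000703, 0.000227 and 0.00011.

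The paper states that FLX reversed the rise of Cry1. In the deposited values Cry1 was higher in FLX than in PBS, by 0.95 on the log2 scale (adjusted p = 0.0697), in each of 17 alternatives, while Per1 fell by 1.28 as the paper states.

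The heatmap row that the paper names Cxcl1 in Fig. 5E had r = 0.353 with the deposited Cxcl1 values and r = 0.9999 with Cxcl16, a Pearson correlation across mice, while 8 of the 9 genes of the figure were best matched by their own values.

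The paper states that adrenergic receptor transcripts were unchanged. For 7 of the 8 of these genes reported here no adjusted p was under 0.05 in any of the 3 comparisons with edgeR, and Adra2b rose by 0.55 in PBS versus Ctrl (adjusted p = 0.00144), below the fold limit of the paper's threshold, and over all 6 PBS mice by 0.40 (adjusted p = 0.209). In FLX versus Ctrl Adra2b was higher by 0.32 (adjusted p = 0.0441, and 0.0074 to 0.353 across the alternatives).

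The paper calls Mchr1 reversed by FLX, and Ccr1 and Cxcl1 changed in both comparisons. At the paper's threshold, on the unadjusted p, these 3 genes were up in PBS versus Ctrl and down in FLX versus PBS here too, and for Cxcl1 the paper's P = 0.0086 and P = 0.0085 were within 1.5 times of the edgeR values, 0.00679 and 0.00746. The unadjusted p was already larger than the paper's for Mchr1 in FLX versus PBS (0.00244 against 0.0001). For Ccr1 it was larger in both comparisons (0.00589 against 0.0027, and 0.0163 against 0.0065). For Cxcl1 the difference lies in the adjustment, which was applied to all 3 genes. After it these passed with DESeq2 in Mchr1 for FLX versus PBS (0.0177, highest 0.916), and in PBS versus Ctrl in Ccr1 (0.0331, highest 0.211, and 0.0436 with all 6 PBS mice) and Cxcl1 (0.0459, highest 0.430), while in FLX versus PBS Ccr1 (0.155 to 0.717) and Cxcl1 (0.0946 to 0.916) passed under no alternative. With 1 mouse left out, Ccr1 in PBS versus Ctrl passed without Ctrl replicate 3 (0.0428) or PBS replicate 2 (0.0440), and Cxcl1 without PBS replicate 3 (0.0391). S100a9 in FLX versus PBS passed with limma on log2(FPKM + 0.1) (0.0482), limma on log2(FPKM + 1) (0.0187), DESeq2 (0.00534) and counts divided by 4 (0.0343), with a highest value of 0.320.

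Of the processes that the paper places in PBS versus Ctrl, its Results put neuropeptide signaling and response to pheromone among up-regulated genes and its Discussion among down-regulated ones. The medians here were -0.03 and -0.29, neither past adjustment, and 0.02 and -0.39 with all 6 PBS mice, which also gave 0.28 for serotonin receptor signaling against -0.27. Cytosolic transport, down in the paper, had a median of 0.13. For FLX versus PBS the paper places RNA modification and hippo signaling among down-regulated genes, and their medians were 0.07 and 0.14, and it places mitochondrial transport, adaptive thermogenesis, thymus development and dicarboxylic acid metabolic process among up-regulated genes, with medians of -0.12, -0.05, -0.01 and -0.09. The GO sets of the deposited table are not the MSigDB sets of the paper. The paper also describes its GSEA as run on genes that passed its threshold, while these medians are over all tested genes of a set. Opposite signs here therefore do not contradict the paper's calls.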

Other observations

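Chosen before the results were seen were the tests of changed-gene counts in other splits, opposite calls, brown fat, neutrophils and androgen, and chosen after were those of blood, adjusted counts in other splits, each overlap, the negative correlation, totals, sequencing batch, hour of killing, handling and stress hormone.

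Between PBS and Ctrl, 1 of 100 splits, the real one, gave as many changed genes, so a random split is unlikely for the 664 genes. It is not excluded, since 100 of 462 possible splits were fitted in each comparison. For the 772 genes at an adjusted p under 0.05, 2 of 100 splits gave as many, the real one included. The median of the other splits was 0 and the highest 1754, so a random split is unlikely for the 772 genes but not excluded. Between FLX and PBS, 12 of 100 splits gave as many changed genes (median of the other splits 233, highest 537). A random split of the mice is therefore not excluded for the 384 genes. For the 147 genes at an adjusted p under 0.05, 1 of 100 did, the real split, and the others gave at most 79. A random split is therefore unlikely for the 147 genes.

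Whether shared PBS mice give the opposite calls was tested by exchanging PBS and FLX labels. Of 100 splits, 9 gave as many opposite calls with both directions summed, so that shared PBS mice are not excluded as the source of the total. For genes down in PBS and up in FLX 1 split, the real one, gave as many, and shared PBS mice are unlikely as the whole source. For genes up in PBS and down in FLX 16 splits did. In 40 simulations without an effect of FLX these overlaps were 37 to 59 and 17 to 45 genes, and none reached the 111 and 71 found. With the PBS mice parted so that the comparisons share none, they were 36 to 45 and 24 to 51. The simulations go against shared PBS mice as the only source of the 71 genes and of the total and the exchanged labels do not, and since genes were simulated independently of each other, both stay open. With the same partings the median r was -0.084 over 20 partings (-0.164 to 0.0519), against -0.521, and in simulations without an effect of FLX r was -0.400 to -0.337. With exchanged labels 20 of 100 splits gave an r as low, the lowest being -0.668. Shared PBS mice may therefore account for the negative correlation, and a part beyond it, which only the simulations show, stays open. A reversal by FLX stays open for the 111 genes.

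Perirenal brown fat in a PBS sample may account for some of the top genes of PBS versus Ctrl. In PBS replicate 5, the mouse with the highest Ucp1 (214 FPKM), the score of fat genes that the figures do not show exceeded the next PBS mouse by 1.89 on the log2 scale, with 87.4 FPKM of Adipoq. The brown_fat list (9 genes) had a median of 3.08 in PBS versus Ctrl (camera, adjusted p = 0.000418), and 2.82 over all 6 PBS mice, and the adipocyte list (12 genes) 1.84 (adjusted p = 0.00283), which became 0.53 (adjusted p = 0.112) without PBS replicate 5. Neither call held with an estimated correlation (0.385 and 0.519) or with fry (0.157 and 0.316). The FLX versus PBS medians were -1.04 (adjusted p = 0.0820) and -0.09 (adjusted p = 0.819). The former passed without PBS replicate 2 (0.0163), PBS replicate 4 (0.0105), FLX replicate 2 (0.0260) or FLX replicate 5 (0.00259), the latter without FLX replicate 5 (-1.40, adjusted p = 0.0105). Adjusted over the list alone 6 and 0 genes passed in PBS versus Ctrl, over all genes 1 and 0. Fat genes were also high in FLX mice: in FLX replicate 5 the same score was 4.08, against 4.01 in PBS replicate 5, with 103 FPKM of Adipoq. The medians of the brown_fat and adipocyte lists in FLX versus Ctrl were 2.23 (adjusted p = 0.0221) and 1.79 (adjusted p = 0.00479), calls that did not hold with an estimated correlation (0.519 and 0.519) or with fry (0.320 and 0.320), nor without FLX replicate 5 (0.185 and 0.184) or Ctrl replicate 3 (0.137 and 0.0626), and for brown_fat without Ctrl replicate 5 (0.0563) or FLX replicate 2 (0.0824). A browning of fat under stress was not tested. The adrenal list (2 genes) had a median of 1.02 in PBS versus Ctrl (adjusted p = 0.0761), and 1.36 (adjusted p = 0.0462) over all 6 PBS mice.

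More neutrophils in the sample may account for the rise of S100a8 and S100a9, since the neutrophil genes that the figures do not show rose in PBS versus Ctrl (adjusted p = 0.00847). The neutrophil list (12 genes tested) had a median of 1.94 (camera, adjusted p = 6.35e-06), and -1.43 (adjusted p = 9.82e-06) in FLX versus PBS, calls that held with an estimated correlation (0.0306 and 0.0268) and fry (0.00156 and 0.00378). Adjusted over the list alone 8 and 6 genes passed, over all genes 3 and 1. Including PBS replicate 6, the medians were 3.08 and -2.77 (adjusted p = 2.84e-06 and 1.44e-06), calls that did not hold with an estimated correlation (0.0703 and 0.0554) and held with fry (0.00644 and 0.00927). The list holds S100a8 and S100a9 themselves. Over the paper's mice, its 8 genes not shown in the figures had medians of 1.14 and -0.59 (camera, adjusted p = 0.00847 and 0.0356). With an estimated correlation the rise of these genes held (0.0424) and their fall in FLX versus PBS did not (0.101). With fry both held (0.00227 and 0.0244). The macrophage list (12 genes) had medians of 0.08 (adjusted p = 0.819) and 0.27 (adjusted p = 0.103). The latter passed without PBS replicate 3 (0.0426) or FLX replicate 1 (0.0175), 2 (0.0452) or 6 (0.00893). The acute_phase_cytokine list (13 genes) had medians of 0.73 (adjusted p = 0.0221) and -0.14 (adjusted p = 0.294). Its call was lost without Ctrl replicate 3 (0.0814) or PBS replicate 4 (0.0647), with an estimated correlation (0.385) and with fry (0.128). Inflammation of the kidney itself and neutrophils in its vessels stay open.

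Whether blood left in the kidney gives the hemoglobin genes was tested over 17 mice, as deviations from group means. The scores of the hemoglobin and erythroid lists had a Pearson's r of 0.89 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 2e-05), but this rests on Alas2, which alone had an r of 0.94 (p = 1e-05) and a Spearman's rho of 0.93. The other 6 erythroid genes together had an r of 0.49 (p = 0.0459, adjusted p = 0.0459) and a rho of 0.46 (p = 0.0630, adjusted p = 0.0751). With Nr4a3 and Egr1 below, 4 relations were tested. The erythroid list (7 genes) had medians of -0.10 (mean 0.12, adjusted p = 0.738) in PBS versus Ctrl and 0.02 (mean -0.35, adjusted p = 0.803) in FLX versus PBS, and without Alas2 -0.11 (adjusted p = 0.451) and 0.09 (adjusted p = 0.641), while the hemoglobin list had 1.27 and -2.74. Blood left in the kidney and expression of hemoglobin in kidney cells cannot be told apart, because the relation rests mostly on Alas2 and genes such as Bpgm, Mkrn1 and Slc4a1 had medians of 12.7, 12.9 and 6.69 FPKM over the mice, which would hide a small share of blood.

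Lower androgen action under CSDS may account for the rise of Prlr, since male-biased genes that the figures do not show fell in PBS versus Ctrl (adjusted p = 4.16e-10). The male_biased list (12 genes) had a median of -0.78 (camera, adjusted p = 1.40e-19), with 0 of 12 genes higher in PBS, and 0.53 (adjusted p = 9.65e-16) in FLX versus PBS, with 12 of 12 genes higher. The female_biased list (10 genes), which holds Prlr itself, had medians of 1.24 (adjusted p = 7.43e-14) and -0.88 (adjusted p = 5.10e-11). Its 8 genes not shown in the figures had medians of 1.01 (adjusted p = 6.49e-06) and -0.73 (adjusted p = 3.3e-06). In PBS versus Ctrl the calls of both full lists held with an estimated correlation (0.0117 and 0.00137) and with fry (0.000494 and 2.41e-05). Including PBS replicate 6, the medians of the full lists were -0.98 and 0.78 for male_biased and 1.28 and -0.85 for female_biased genes. Adjusted over the list alone 12 and 6 genes passed in PBS versus Ctrl, over all genes 6 and 6. PBS replicate 6 goes against this link, with the lowest male_biased score (-3.30, the other PBS mice -1.27 to -0.75) but 1.55 FPKM of Prlr, at the level of Ctrl, and a female_biased score of 0.20 (the others 0.91 to 1.36). Androgen was not measured here, and loss of the tubule cells that express these genes stays open. The injury list (12 genes) rose in PBS versus Ctrl, with a median of 0.88 (adjusted p = 4.44e-07; 0.0528 with an estimated correlation, 0.00445 with fry) and 12 of 12 genes higher. Its FLX versus PBS median was -0.22 (adjusted p = 0.0196; 0.385 with an estimated correlation, 0.217 with fry), a call also lost without PBS replicate 4 (0.138) or FLX replicate 1 (0.0546), 2 (0.0506) or 3 (0.0522). With PBS replicate 6 the injury medians were 1.97 (adjusted p = 1.21e-06; 0.245 and 0.0644) and -1.32 (adjusted p = 0.000263; 0.411 and 0.224).

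The glucocorticoid list (14 genes) had a median of 1.07 in PBS versus Ctrl (camera, adjusted p = 5.26e-21), -0.82 in FLX versus PBS (adjusted p = 1.23e-13) and 0.30 in FLX versus Ctrl (adjusted p = 0.000418). The former 2 held with an estimated correlation (0.000990 and 0.00212). Including PBS replicate 6, the values were 1.48, -1.05 and 0.30. Adjusted over the list alone 12 genes passed in PBS versus Ctrl and 10 in FLX versus PBS, over all genes 11 and 3. Without the genes shown in the figures its adjusted p was 1.01e-21. Stress hormone at killing, a lasting effect of CSDS and daily injection cannot be told apart. The hormone was not measured in these samples, and all of these act on the same groups.

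With every library thinned to 1 total, 155 genes passed at an adjusted p under 0.05 in FLX versus PBS, against 147. Thinning drew single counts, although 1 fragment appears to stand for about 4 counts. It therefore adds less noise to genes with few counts than fewer fragments would, and lower totals of 4 FLX mice are not excluded. How many of the 147 genes were among the 155 was not compared. At the paper's threshold 316 of the 384 genes were shared after thinning. Of 15 splits of the FLX mice into 2 and 4, 9 gave as many changed genes as the split by totals, 278. A sequencing batch of FLX mice 3 to 6 is excluded as the source of the fall of Dbp, since the 2 FLX mice with totals like the other groups had at most 1.39 FPKM, below the lowest Ctrl mouse (9.39 FPKM).

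The clock list (16 genes) had a median of 0.05 in PBS versus Ctrl (camera, adjusted p = 0.00741; 0.155 with an estimated correlation, 0.0196 with fry), a call lost without PBS replicate 4 (0.0562), and -0.48 in FLX versus PBS (adjusted p = 4.44e-07; 0.0159 and 0.00346), which became -0.20 (adjusted p = 0.102) without the genes shown in the figures. Over all 6 PBS mice the medians were 0.08 and -0.49. Adjusted over the list alone 7, 11 and 16 genes passed in the 3 comparisons, over all genes 3, 9 and 12. Dbp lay below every Ctrl mouse in 6 of 6 FLX mice. The time of day of killing and a shift of the clock by FLX cannot be told apart, because the hour is not given for any group.

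Nr4a3 and Egr1 had a Pearson's r of 0.69 over 17 mice, as deviations from group means (permutation p = 0.00303, adjusted p = 0.00404), a Spearman's rho of 0.45 (p = 0.0751) and an r of 0.38 without the 2 farthest mice, so that the relation rests on those mice. Handling or time before killing in single mice cannot be told apart from an effect of CSDS, because 2 mice decide the test. Epo, named after its values were seen, rose by 3.93 in PBS versus Ctrl (adjusted p = 0.0155) and fell by 3.46 in FLX versus PBS (adjusted p = 0.0697), a value that passed without Ctrl replicate 5 (0.0261) or PBS replicate 5 (0.0453).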
